# Single-cell transcriptome atlas reveals spatiotemporal developmental trajectories in the basal roots of moso bamboo (*Phyllostachys edulis*)

**DOI:** 10.1093/hr/uhad122

**Published:** 2023-06-09

**Authors:** Zhanchao Cheng, Changhong Mu, Xiangyu Li, Wenlong Cheng, Miaomiao Cai, Chongyang Wu, Jutang Jiang, Hui Fang, Yucong Bai, Huifang Zheng, Ruiman Geng, Junlei Xu, Yali Xie, Yuping Dou, Juan Li, Shaohua Mu, Jian Gao

## Abstract

Roots are essential for plant growth and development. Bamboo is a large Poaceae perennial with 1642 species worldwide. However, little is known about the transcriptional atlas that underpins root cell-type differentiation. Here, we set up a modified protocol for protoplast preparation and report single-cell transcriptomes of 14 279 filtered single cells derived from the basal root tips of moso bamboo. We identified four cell types and defined new cell-type-specific marker genes for the basal root. We reconstructed the developmental trajectories of the root cap, epidermis, and ground tissues and elucidated critical factors regulating cell fate determination. According to *in situ* hybridization and pseudotime trajectory analysis, the root cap and epidermis originated from a common initial cell lineage, revealing the particularity of bamboo basal root development. We further identified key regulatory factors for the differentiation of these cells and indicated divergent root developmental pathways between moso bamboo and rice. Additionally, *PheWOX13a* and *PheWOX13b* ectopically expressed in *Arabidopsis* inhibited primary root and lateral root growth and regulated the growth and development of the root cap, which was different from *WOX13* orthologs in *Arabidopsis*. Taken together, our results offer an important resource for investigating the mechanism of root cell differentiation and root system architecture in perennial woody species of Bambusoideae.

## Introduction

The global bamboo forest area, also known as ‘the world’s second largest forest’ has reached 32 million hm^2^, and is developed and utilized by ~2.5 billion people in various ways [1–3]. There are 1642 species of bamboo worldwide, including ~100 species used for commercial purposes [2]. In 2020, the total international trade in bamboo products was valued at USD 2.21 billion [4]. The output value of the bamboo industry in China reached 321.7 billion RMB in 2020 [5]. According to the agenda of 12 consecutive United Nations Climate Change Conferences from COP15 to COP27, BARC (Global Bamboo and Rattan Congress) 2018 and 2022 [6–8], bamboo has made great contributions to climate change mitigation, carbon peaking, and green sustainable development. Moso bamboo (*Phyllostachys edulis*), accounting for ~70% of the total bamboo growth area, has developed as a representative plant in fundamental research on Bambusoideae [9]. Moso bamboo has a comprehensive carbon sequestration capacity, which is 1.46 times that of China fir (*Cunninghamia lanceolata*) forest and 1.33 times that of tropical rainforest under the same conditions [10–12]. The underground absorption, transportation, and storage system of moso bamboo forest is composed of parts including the bamboo rhizome, rhizome roots, and basal roots [13]. Rhizome roots and basal roots are crucial for water absorption and energy flow during the rapid growth period of bamboo, which can grow >20 m tall within 45–60 days [14]. For a long time, studies focused on the aboveground part of bamboo, while underground systems, especially root systems, have received little theoretical investigation [15–18].

The root systems of most dicotyledonous plants, such as *Arabidopsis*, consist of a single primary root and numerous lateral roots. In contrast, monocotyledons, including wheat, maize, and rice, generate a fibrous root system containing numerous postembryonic adventitious roots from the stem base. In addition, basal roots, as a type of adventitious root generated at the base of bamboo, grow with the rapid growth of the bamboo and gradually become lignified and wither when the bamboo stops growing. Bamboo roots mainly consist of the root cap, epidermis, cortex, and vascular column, which is similar to *Arabidopsis* and rice [16, 19, 20]. However, bamboo is usually grown under well-watered and well-drained conditions and has generated a distinct anatomy to adjust to this environment. The internal structures of bamboo root organization differ greatly from those of rice and *Arabidopsis*. For example, the ground tissue of bamboo roots is composed of dozens of layers of cortical cells, which constitute the outer cortex, peripheral fibrous tissue, cortical parenchyma, air cavity, periendodermis, and endodermis (Fig. 1D, Supplementary Data Fig. S1). The periendodermis is the outer layer of cells around the inner cortex; the cells are spherical, flat spherical, or polygonal. Its cell walls are thickened, except the tangential plane, which is similar to the endodermis, forming a C-shaped thickening, but the thickening degree is obviously weaker than that of the endodermis. The increased cortical layer number and special periendodermis structure of bamboo play key roles in adaptation to moist conditions [16, 18]. Overall, the anatomy of bamboo roots has been investigated, but the molecular definition and distribution of different types of cells are largely largely unknown.

**Figure 1:**
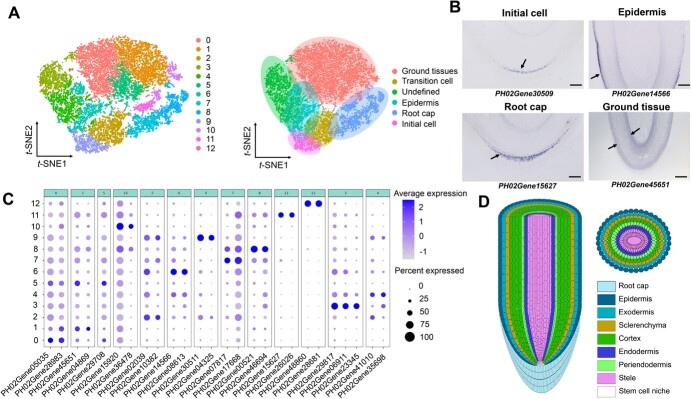
Single-cell clusters in moso bamboo basal roots. (A) Two *t*-SNE plots of ~14 279 filtered cells of moso bamboo basal root showing 13 clusters in four different tissues with additional subclusters. Cluster 9 represents the initial cell; Cluster 2 represents the transition cell; Clusters 7, 8, 11, and 12 represent the root cap; Cluster 6 represents the epidermis; Clusters 0, 1, 5, and 10 represent ground tissues; Clusters 3 and 4 represent undefined tissues. (B) Representative marker genes for the *in situ* hybridization of four putative clusters in moso bamboo basal roots. Scale bars, 300 μm. (C) Expression patterns of representative cell-type marker genes across cell clusters. Dot diameter shows the proportion of cluster cells expressing a given gene; color shows expression across cells in the cluster. Details of all marker genes are given in Supplementary Data Table S2. (D) Schematic of anatomy of moso bamboo basal roots.

At present, single-cell RNA sequencing (scRNA-seq) for several plant species, such as *Arabidopsis* [19, 21], rice [22, 23], tomato [24], maize [25], peanuts [26], *Populus* [27–29], tea [30], and woodland strawberry [31], has been reported, confirming a high rate of heterogeneity of plant tissues as well as special marker genes for different cell types, cell division, and cell differentiation [32]. However, for non-model plants, including bamboo, it is difficult to identify cell specificity and analyze the function of key genes due to the lack of marker genes for cell type and an efficient and stable genetic transformation system [33–35]. Moreover, the difficulty of protoplast isolation and the complexity of cell types have resulted in little progress in scRNA-seq application in plants. A method for extraction of protoplasts from 15-day-old bamboo leaf sheaths was developed [36]. The protoplasts of root could also be obtained by this method, but there were abundant starch granules and dead cells in the protoplast suspension, which made it difficult to obtain high-quality protoplasts. Fortunately, we constructed a purification technique for bamboo root protoplasts, which was able to remove a large number of starch granules and dead cells, making it possible to apply scRNA-seq to bamboo roots.

In this study we present a high-resolution single-cell transcriptome atlas of moso bamboo basal roots that captures precise spatiotemporal information. Combining scRNA-seq analyses with *in situ* hybridization, four cell types were identified by novel cell-type-specific marker gene key regulators and revealed the heterogeneity of moso bamboo basal root cells. Our transcriptome atlas offers an unparalleled spatiotemporal developmental trajectory of basal root cell-type differentiation at a single-cell resolution. Comparative analyses of root cap and epidermis initial cell lineage differentiation between bamboo and rice revealed divergent features of basal root development and further improve the understanding of root development and the evolutionary relationship between annual and perennial monocots.

## Results

### scRNA-seq and identification of moso bamboo basal root cell clusters

Protoplast isolation of moso bamboo root used a highly efficient protocol for leaf sheath protoplast preparation of bamboo [35]. In order to reduce the effect of protoplasting treatment, we shortened the enzyme digestion time from 4 to 3 hours. The proportion of viable cells increased from ~72.6 to 86.3% (Supplementary Data Fig. S2). About 3.7 × 10^8^ living protoplasts were isolated per gram. The basal root cells of moso bamboo with rapid growth are packed with many starch granules, which is a great challenge for scRNA-seq. After separating the moso bamboo root protoplasts, 20% sucrose solution was carefully placed into the bottom of the centrifuge tube containing the protoplast suspension. After centrifugation for 1 minute at 50 g/min, most of the dead cells and debris fell into the sucrose solution and gathered at the bottom of the centrifuge tube, while viable cells floated at the upper and lower interfaces. Healthy protoplasts floating at the upper and lower interfaces were transferred into a clean centrifuge tube (Supplementary Data Fig. S2). The percentage of live cells reached >85%, which complied with the criteria for scRNA-seq.

We obtained ~15 324 cells from two biological replicates of basal root tips (Supplementary Data Table S1). The single-cell DNA sequencing libraries were made and sequenced using Illumina NovaSeq 6000. Two biological replicates were carried out. The sequencing processed a total of 14 279 filtered cells from two samples, and obtained a median 1753 and 1964 genes per cell respectively (Supplementary Data Table S1, Supplementary Data Fig. S3). 

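Protoplasts released by enzyme digestion from moso bamboo basal root tips were captured as single cells in droplets, where each transcript receives a cell barcode and a unique molecular identifier (UMI), so that the amplified copies of a molecule are counted once. The root tips were 2 cm long and came from shoots with a height of 50 cm, and digestion took 3 h. Both biological replicates belong to the same condition, and no treated or control group was sequenced beside them. The authors counted UMIs per gene and cell with Cell Ranger and deposited these counts without normalization, for 50936 genes. Replicate 1 held 7668 barcodes with 36419750 UMIs in all, and replicate 2 held 7656 barcodes with 42126823 UMIs. The median number of UMIs per barcode was 3119.5 in replicate 1 and 3545 in replicate 2, and 37804 and 38167 genes had at least 1 UMI. The median of 1753 and 1964 genes per barcode was computed over all captured barcodes. Cells with more than 500 genes and more than 500 UMIs were kept, which left 7653 cells in replicate 1 and 7651 in replicate 2, or 15304 cells together. The methods give the UMI threshold as a maximum, which no cell with more than 500 genes can meet, so it was applied as a minimum. The lowest number of UMIs in any barcode was 567, so the gene threshold alone removed the 15 and 5 barcodes that were left out. The filter on mitochondrial expression was not applied, because the gene identifiers name no mitochondrial genes. More cells were kept than the filtered total of the paper, so cells that the paper removed are included here.
The counts of both replicates were merged without integration, log-normalized and clustered with Seurat on 2000 variable genes. The 42 genes that the text, the figure legends or the supplementary tables single out were left out of the variable genes. None of these 42 thus defined the cluster it is reported for. Other genes listed in the supplementary tables were not left out. UMIs were then summed per cluster and replicate, and CPM values, the UMIs of a gene scaled by the total of its sum, were taken from them, given as the mean ± SD of the 2 replicates. The 28 sums held between 56749 and 7203513 UMIs, and 22687 genes entered edgeR's quasi-likelihood test. Clusters were defined on the same cells as the test, so its adjusted p-values compare a difference with the spread between the 2 libraries and are not independent evidence for the clusters. Shares of cells with a UMI were computed after thinning every cell to 500 UMIs, because droplets differ in depth. Cells suspected to be doublets were not removed.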

Using the FindClusters function (resolution = 0.8), these unsupervised analyses grouped root cells into 13 cell clusters (Fig. 1A).

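Clustering of the kept cells with the number of PCs and the resolution given in the paper gave 14 clusters, which held between 41 and 3649 cells. The smallest number came at a resolution of 0.6, with 11 clusters, and the largest at a resolution of 1.0, with 17. Each cluster of the paper was matched to the re-derived cluster in which its marker genes (Fig. 1C, Supplementary Data Fig. S4) had the highest mean z-score of log2 CPM, a score chosen after the data were seen, and the re-derived clusters are called by the number of the paper's cluster they matched. Clusters 1 and 5 of the paper both matched the same 2510 cells, so values for matched Cluster 5 are those of matched Cluster 1. No cluster of the paper matched a cluster of 688 cells, of which 182 came from replicate 1 and 506 from replicate 2, or a cluster of 116 cells, of which 60 and 56 did. Mean TF expression in Supplementary Data Table S7 gave a second comparison for 8 of the paper's clusters. Its root mean square difference from the matched cluster was 0.057 on the log2 scale for Cluster 2, 0.101 for Cluster 9, 0.377 for Cluster 10 and 0.515 for Cluster 5. By these TFs, Cluster 5 was closest to matched Cluster 0, with a difference of 0.327. Depth varied between clusters, with a median of 973 UMIs per cell in matched Cluster 0 and 1188 in matched Cluster 1 against 9446 in matched Cluster 6 and 9080 in matched Cluster 9. The 227 cells of matched Cluster 10 had a median of 2042 UMIs, and the 41 cells of matched Cluster 12 had 1619.

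**Figure D1:**
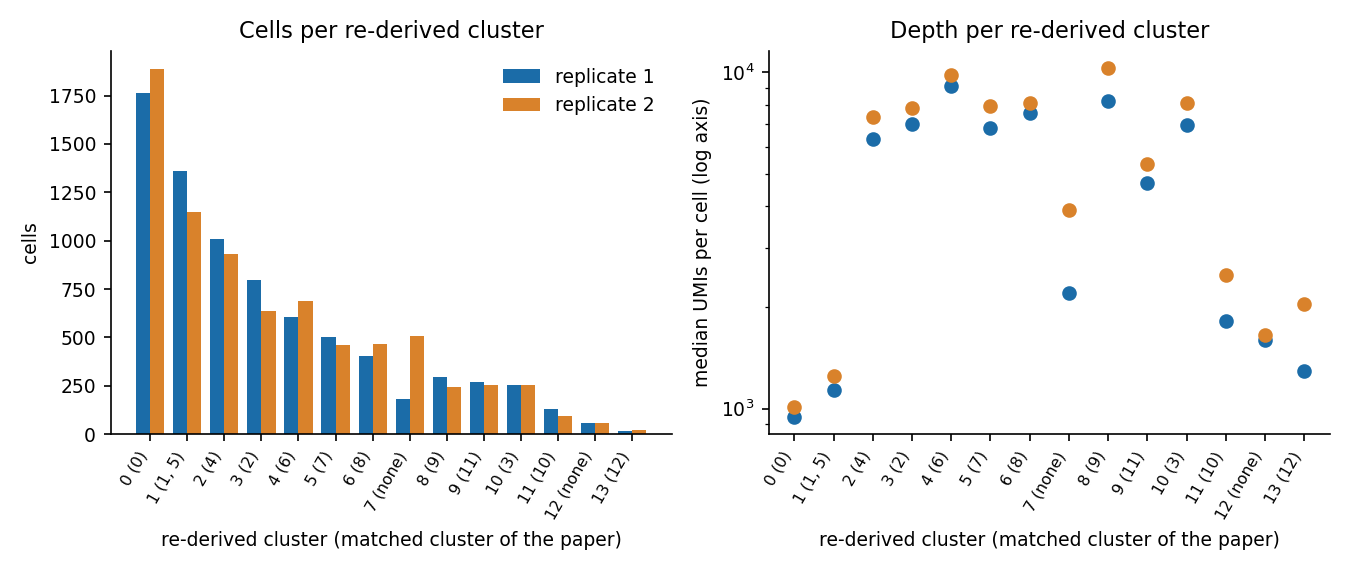
Number of cells (left, bars from 0) and median UMIs per cell (right, log axis) of each re-derived cluster in replicates 1 and 2; the number in brackets is the matched cluster of the paper. Matched Clusters 0 and 1 hold the most cells, with medians of 945 to 1250 UMIs, and the larger cluster without a match holds 182 cells of replicate 1 and 506 of replicate 2.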

Because almost no marker genes are currently available for bamboo root cell types, the following two strategies were used to identify different cell clusters in the moso bamboo cell atlas. First, we performed *in situ* hybridization histochemistry using orthologs of rice and *Arabidopsis* root marker genes to annotate some clusters (Supplementary Data Table S2) [19, 21–23, 37–40]. However, the transcriptional levels of most orthologs of marker genes were different from those in rice and *Arabidopsis* and were not well detected using *in situ* hybridization and scRNA-seq data as a result of their low expression (Supplementary Data Figs S4, S5, and S6). 

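Supplementary Data Table S2 lists 168 orthologs of Arabidopsis and rice marker genes, of which 163 had at least 1 UMI in the kept cells. After thinning to equal depth, 117 of them (69.6%) were detected in fewer than 10% of the cells of every cluster, 10% being the detection minimum of the marker test in the methods. Taken separately, replicate 1 and replicate 2 gave between 110 and 115 such orthologs. At the depth as deposited, where clusters with more UMIs per cell detect more genes, the number was 46. The methods describe no thinning, so this count is nearer to their marker test than the 117. The choice of depth, made after the data were seen, moved the result most. With a limit of 5% of cells, 86 orthologs stayed under it. The median expression of the orthologs over all cells was 15.2 CPM, against 1.85 CPM for all genes with at least 1 UMI. In 10000 random gene lists of the same size and matched on mean expression, the median number under 10% was 131. The 117 lay at percentile 0.0 of these lists, so fewer orthologs than matched genes fell under the limit.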

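Among the 168 orthologs, 38 (22.6%) had a CPM in their highest cluster at least 2-fold over that in the second cluster in both replicates, and the remaining ones fell short of this. The matched random lists reached a median of 8 such genes, with 95% of the lists between 3 and 13. The count changed to 58 when a 1.5-fold difference was asked for, and to 22 with clusters at a resolution of 0.6. It is a count of genes that peak in a single cluster, so genes shared by clusters of the same cell type fall short. PH02Gene17668, for example, had 2271 CPM in matched Cluster 7 and 1835 CPM in matched Cluster 8, both root cap clusters in the paper. The count is therefore not a measure of specificity for cell type. Matched Cluster 10 was the highest cluster of PH02Gene38761 (ortholog of AT5G65670), with 627 CPM against 237 CPM in the second cluster, and of PH02Gene35057 (AT5G44030), with 165 against 71.5 CPM. In matched Cluster 12, PH02Gene23166 (AT1G05570) reached 980 CPM against 108 CPM. Matched Cluster 9 led for PH02Gene40449 (AT2G37040), with 249 against 84.0 CPM, and for PH02Gene04325 (AT4G11290), which the paper also uses as a marker. Several of the 38 rest on few UMIs over all cells, such as PH02Gene24001 (AT5G44030) with 41 UMIs, PH02Gene25266 (Os09t0422500-01) with 6 and PH02Gene39580 (AT5G66800) with 2.

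**Figure D2:**
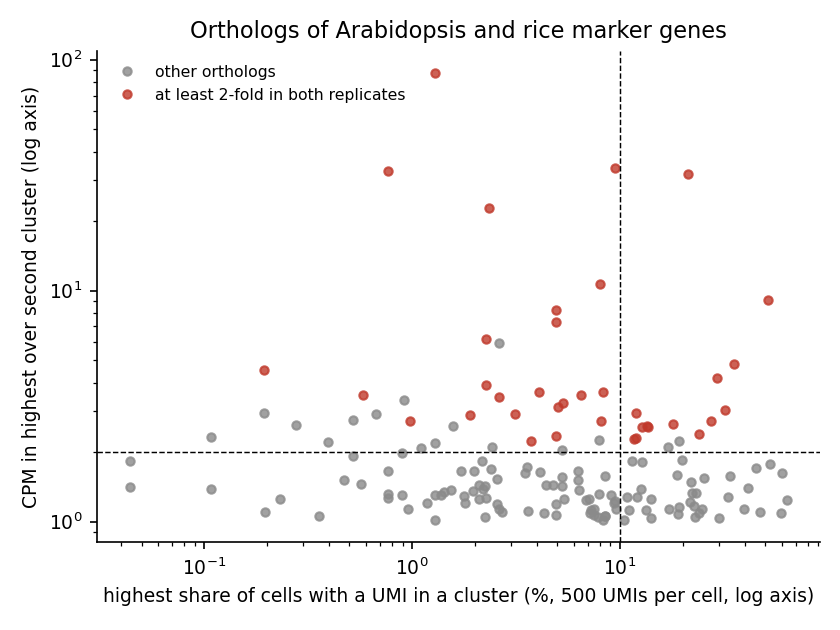
Highest share of cells with a UMI in any cluster (x axis, percent after thinning to 500 UMIs, log axis) against the CPM in the highest over that in the second cluster (y axis, log axis) for 157 orthologs with values above 0 on both; dashed lines mark 10% and 2-fold. Red points are the 37 drawn orthologs with a 2-fold difference in both replicates, and most points lie below 2-fold.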

We also found that most of these genes for different cell types of *Arabidopsis* and rice roots did not show specific expression for cell type in moso bamboo basal roots (Supplementary Data Figs S4, S5, and S6). A pool of known marker genes might be divergent among *Arabidopsis*, rice, and bamboo and hence were not suitable for cross-species cell-type identification. Second, we examined gene expression patterns on UMAP (uniform manifold approximation and projection) and *t*-SNE (*t*-distributed stochastic neighbor embedding) to identify these cell clusters. In order to identified novel marker genes, the top 10 differentially expressed genes (DEGs) in 13 cell clusters were used to produce a heat map describing their diverse expression profiles (Supplementary Data Fig. S7). These novel marker genes were used for making a distinction between each cell type in moso bamboo basal root tip. In addition, we selected some potential marker genes with high and specific expression in one or two clusters and used *in situ* hybridization assays to confirm special cell-type cluster annotations (Fig. 1B and C, Supplementary Data Fig. S4). The results enabled us to assign four major cell types to moso bamboo basal roots. For example, *PH02Gene04325* and *PH02Gene30509* were specifically expressed in the meristematic cell clusters (initial cells) of moso bamboo basal roots (Cluster 9), *PH02Gene17668*, *PH02Gene46694*, *PH02Gene15627*, and *PH02Gene28681* in the root cap cells (Clusters 7, 8, 11, and 12, respectively), *PH02Gene10382* in the columella root cap cells and epidermis cells (Cluster 2), *PH02Gene14566* in the epidermis (Cluster 6), and *PH02Gene45651*, *PH02Gene04869*, *PH02Gene29708*, and *PH02Gene15920* in the ground tissues (Clusters 0, 1, 5, and 10, respectively) (Fig. 1B, Supplementary Data Fig. S4). 

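The marker genes of Fig. 1C and Supplementary Data Fig. S4 form 28 pairs of a gene and a cluster in 13 panels. In 24 of the pairs, the matched cluster had the highest CPM of all clusters in both replicates, and this number ranged from 22 (at a resolution of 1.0 or with 30 PCs) to 26 over the alternative settings. Each matched cluster was chosen as the one in which these same genes score highest on average, so that the number is largely set by the matching and is not a separate test of the markers. Of the genes named here, PH02Gene28681 was the most restricted, with 9551 and 12783 CPM in replicates 1 and 2 of matched Cluster 12 and at most 19.8 CPM elsewhere, a log2 fold change of 10.74 in edgeR (standard error 0.110). Leaving out replicate 2, when Clusters 11 and 12 matched the same cells, lowered it to 6.24. PH02Gene04325 had 677 and 652 CPM in matched Cluster 9 against 155 and 162 CPM in matched Cluster 2, a log2 fold change of 5.45 over all other clusters (standard error 0.089). PH02Gene15627 had 893 and 824 CPM in matched Cluster 11 and at most 106 CPM elsewhere, a log2 fold change of 4.99 (standard error 0.080).
Other markers were graded rather than confined to a cluster. PH02Gene30509 had 1361 and 1322 CPM in matched Cluster 9 and 814 CPM in the next cluster of either replicate, a log2 fold change of 2.09 (standard error 0.069). PH02Gene17668 had 2246 and 2294 CPM in matched Cluster 7 against 1790 and 1870 CPM in matched Cluster 8. PH02Gene46694 had 499 and 464 CPM in matched Cluster 8, and in replicate 1 the smaller cluster without a match was at 501 CPM. PH02Gene10382 had 638 and 530 CPM in matched Cluster 2 against 530 and 435 CPM in matched Cluster 9. PH02Gene14566 had 1159 and 1246 CPM in matched Cluster 6, and 639 and 703 CPM in the next cluster. In the ground tissues, PH02Gene45651 was highest in matched Cluster 1, with 2928 ± 48.9 CPM, and had 1173 ± 2.09 CPM in matched Cluster 0. PH02Gene29708 was highest in matched Cluster 0, with 888 and 861 CPM, and had 642 and 631 CPM in the cells matched to Clusters 1 and 5. PH02Gene04869 had 770 and 744 CPM in matched Cluster 1 and at most 302 CPM elsewhere. PH02Gene15920 had 12799 and 12370 CPM in matched Cluster 10, and 6627 and 5828 CPM in matched Cluster 8.

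**Figure D3:**
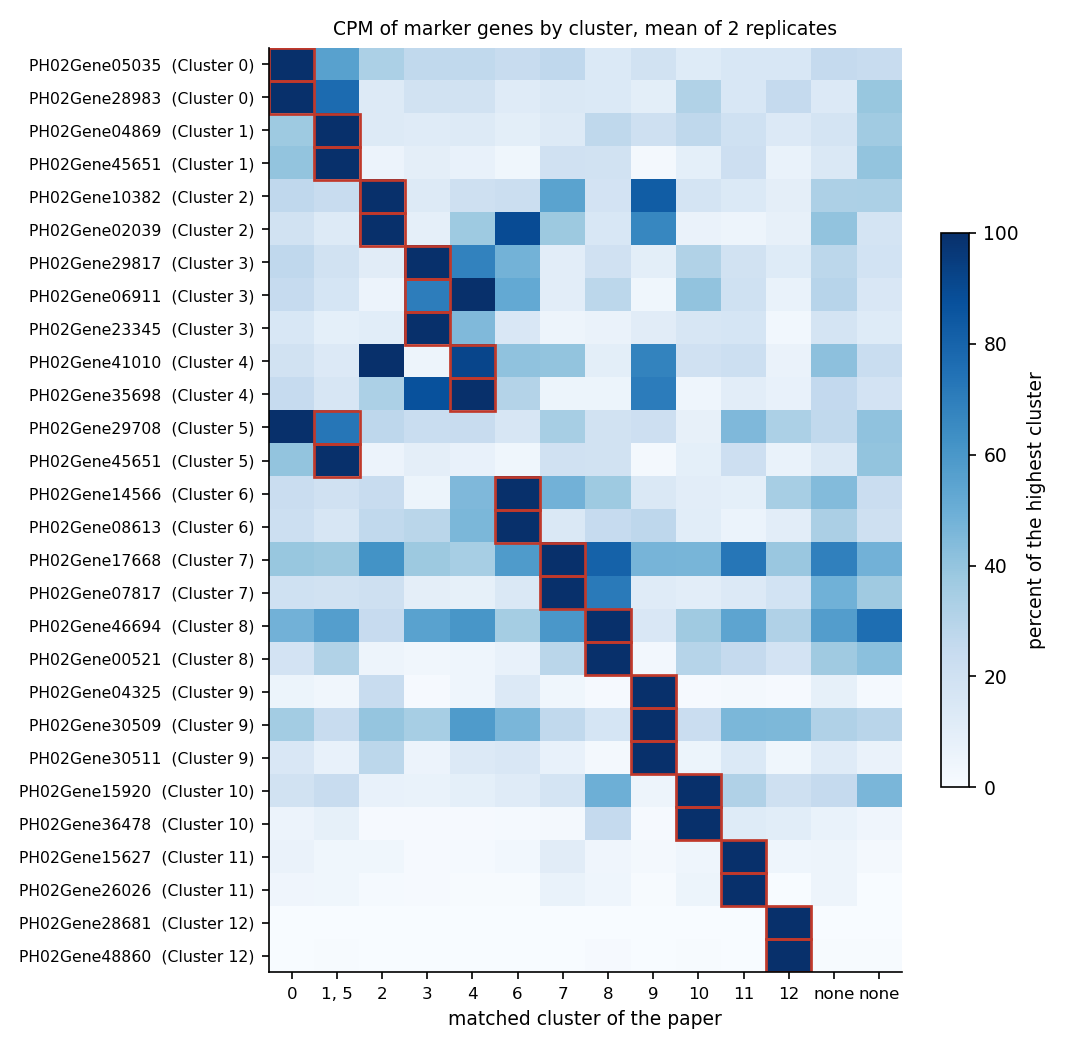
Mean CPM over the 2 replicates of each marker gene (lines, with the paper's cluster in brackets) in each matched cluster (columns), as a percent of the highest cluster of that gene; red frames mark the matched cluster. The frame holds the highest value for all genes but PH02Gene06911, PH02Gene41010 and PH02Gene29708.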

Of note, differentiation trajectories, such as those of the root cap and epidermis, radiated away from the meristematic cell clusters by UMAP. Overall, we identified four distinct cell clusters that corresponded to four major cell types and a number of novel bamboo-specific marker genes.

### Pseudotime trajectory of root cap cell development

The root cap of the plant is located at the front of the apical meristem zone, and not only protects the meristem zone, but may also be a necessary response to environmental signals, such as gravity, humidity, and light. Because cells undergoing intermediate states can be captured, scRNA-seq makes it possible to explore continuous differentiation trajectories of diverse developmental processes. Therefore, we first inferred the developmental trajectory of moso bamboo root cap cells. Re-clustering of Clusters 2, 11, and 9 showed six sub-cell clusters, named 0–5 (Supplementary Data Fig. S8). 

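Re-clustering of the 2502 cells of matched Clusters 9, 2 and 11 with the settings of the first clustering gave 6 subclusters, since the text gives no settings for this step. Over the alternatives, the number ranged from 5 with only cells of at least 2000 UMIs to 9 at a resolution of 1.0.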

Interestingly, consistent with the distribution distance on the UMAP, plotting revealed that initial cells (Cluster 9) were first developed into Cluster 2, which further developed into root cap tissue cells (Cluster 11) (Supplementary Data Fig. S8). 

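Neighbourhood between the 3 clusters was measured as the number of edges between them in a graph of 15 nearest neighbours per cell, divided by the number expected if edges ignored the clusters, and in each replicate alone, which needs no chosen starting cell. Between matched Clusters 9 and 2 there were 808 and 810 edges, a ratio of 0.175 ± 0.028 (SD, n = 2 replicates). Between matched Clusters 2 and 11 there were 258 and 307 edges, a ratio of 0.0632 ± 0.0037. No edge joined matched Clusters 9 and 11 in either replicate. The lower of the first 2 ratios therefore exceeded the ratio of Clusters 9 and 11 in both replicates, a difference that stayed above 0 wherever it could be computed and was largest in replicate 1, at 0.0999, with every cell thinned to 500 UMIs before clustering and in replicate 2, at 0.0827, with 30 neighbours. It could not be computed at a resolution of 0.6, with 30 PCs or without replicate 1, where Clusters 9 and 2 matched the same cells.

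**Figure D4:**
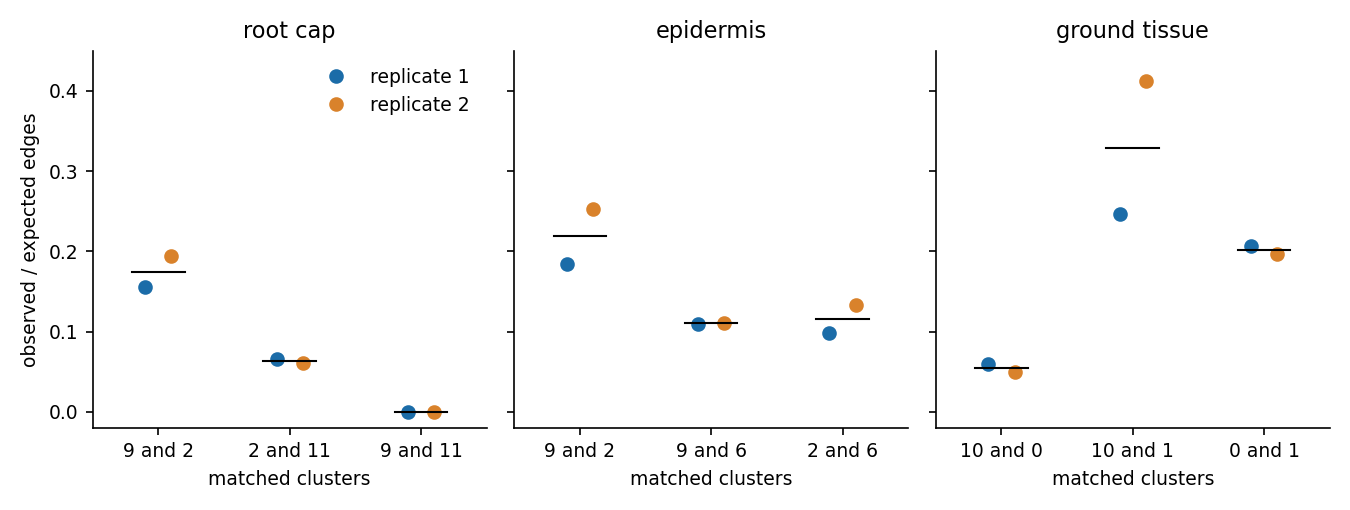
Observed over expected neighbour-graph edges (y axis) between pairs of matched clusters (x axis) in the root cap, epidermis and ground tissue populations; points are replicates 1 and 2 and lines their mean. The pair of Clusters 9 and 11 lies at 0 in both replicates.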

According to Monocle 2, the differentiation time analysis revealed that the cells in Clusters 2 and 11 were more differentiated than those in Cluster 9 (Fig. 2A). Therefore, these results demonstrated that those cells in Cluster 9 served as root cap initial cells. These cells gradually differentiated into columella root cap cells and lateral root cap cells with cell division and differentiation. 

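Monocle 2 was replaced by diffusion pseudotime in scanpy, with 10 diffusion components and a starting cell in matched Cluster 9, so that the start of the order is an assumption, as it is in Monocle 2 when the starting state is set by hand. Median pseudotime was 0.0521 ± 0.0003 (SD, n = 2 replicates) in matched Cluster 9, 0.156 ± 0.021 in matched Cluster 2 and 0.752 ± 0.029 in matched Cluster 11. In both replicates the order was thus Cluster 9, Cluster 2 and Cluster 11, with gaps larger than the spread between replicates. The gap between Clusters 11 and 2, 0.561 in replicate 1 and 0.631 in replicate 2, stayed above 0 wherever it could be computed. Among the alternatives with both replicates, thinning every cell before clustering moved it most, to 0.537 in replicate 1 and 0.507 in replicate 2. Pseudotime also followed depth in this population, with a Spearman correlation across cells of -0.312 ± 0.059 with UMIs per cell. From the UMAP and the order along pseudotime, the paper concludes that the cells of Cluster 9 served as root cap initial cells. In its view they differentiated gradually into columella and lateral root cap cells. The paper had also assigned Cluster 9 to initial cells with in situ hybridization of PH02Gene04325 and PH02Gene30509, which does not rest on pseudotime.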

A total of 200 top DEGs were identified along the pseudotime trajectory and were divided into three clusters with different gene expression profiles reflecting transcriptional signature during root cap development (Fig. 2C). For instance, *PH02Gene38077*, *PH02Gene41953*, *PH02Gene11309*, and *PH02Gene31767* were selected as representative genes for the pseudotime trajectory of Clusters 9, 2, and 11, respectively (Fig. 2B). 

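PH02Gene38077 had 3711 ± 149 CPM in matched Cluster 9, 1275 ± 31.1 CPM in matched Cluster 2 and 217 ± 53.8 CPM in matched Cluster 11. Averaged over Clusters 2 and 11, its log2 fold change against Cluster 9 was -3.05 (standard error 0.103, adjusted p = 1.39e-59, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and -2.90 with every cell thinned before clustering, the alternative that moved it most apart from the removal of a replicate. PH02Gene41953 fell from 377 ± 11.6 CPM in matched Cluster 9 to 104 ± 5.86 CPM in matched Cluster 2 and 44.9 ± 11.1 CPM in matched Cluster 11, a log2 fold change of -2.70 (standard error 0.111). Their Spearman correlations with pseudotime across cells were -0.614 ± 0.029 and -0.481 ± 0.002 (SD, n = 2 replicates).
PH02Gene31767 rose in 2 steps, from 68.4 ± 14.3 CPM in matched Cluster 9 to 133 ± 0.253 CPM in matched Cluster 2 and 664 ± 4.48 CPM in matched Cluster 11, a log2 fold change of 1.89 (standard error 0.123, adjusted p = 3.92e-30, the same edgeR test). PH02Gene11309 rose from 196 ± 0.378 CPM in matched Cluster 9 to 982 ± 22.3 CPM in matched Cluster 2 and was lower again in matched Cluster 11, with 497 ± 50.0 CPM. Its log2 fold change was 2.24 from Cluster 9 to Cluster 2 (standard error 0.116, adjusted p = 2.26e-38) and -1.28 from Cluster 2 to Cluster 11 (standard error 0.112, adjusted p = 2.31e-20), both from the same edgeR test. The correlation with pseudotime was 0.406 ± 0.003 for PH02Gene31767 and 0.196 ± 0.068 for PH02Gene11309. Where Clusters 9 and 2 matched the same cells, the correlation of PH02Gene11309 was negative, at a resolution of 0.6, with 30 PCs and without replicate 1. Its log2 fold change between Clusters 11 and 9, 0.96, was also negative there, its lowest value being -1.44 without replicate 1.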

The scRNA-seq dataset analysis revealed that the transcription of *PH02Gene38077* and *PH02Gene41953* gradually decreased over the pseudotime trajectory, followed by increased expression of *PH02Gene11309* and *PH02Gene31767* (Fig. 2B). Moreover, 1123 transcription factors (TFs) were identified in the differential expression profile (Supplementary Data Table S3). To further discover hub genes involved in cell fate determination, an interactive network was performed using orthologous TFs of *Arabidopsis*. The analyses indicated that MKK2/3/5, WRKY40, MPK9, MYC2, PKL, ELF6, and EIN3 consisted of a core interaction network (Fig. 2D). PKL/SSL2 regulated lateral root formation in *Arabidopsis* by inhibiting auxin [41, 42]. The chromatin-remodeling gene *AtCHR12* mediates in plant growth and development upon perceiving environmental stress [43]. To better explain this molecular regulatory mechanism underlying root cap differentiation, we performed Gene Ontology (GO) analyses (Supplementary Data Table S4) and heat map analyses of the representative differentially expressed TFs (Supplementary Data Fig. S9). Cell differentiation is the process in which cells undergo a series of physiological, biochemical, and morphological changes related to phenylpropanoid metabolism and its metabolites. Interestingly, we observed that Clusters 2, 9, and 11 were all enriched in the phenylpropanoid biosynthetic process and lignin catabolic process according to GO analysis. Cluster 9 was significantly enriched in cell differentiation, plant-type cell wall organization, regulation of root morphogenesis, and auxin biosynthetic process. Cluster 2 was mainly enriched in the regulation of root morphogenesis, and negative regulation of the cytokinin-activated signaling pathway, while Cluster 11 was specifically enriched in response to auxin, regulation of cell size, and the gibberellin biosynthetic process. In addition, gene expression patterns varied widely between clusters. Collectively, genes related to the root cap terminal and intermediate developmental states were found, indicating that those genes may regulate cell state transition.

**Figure 2:**
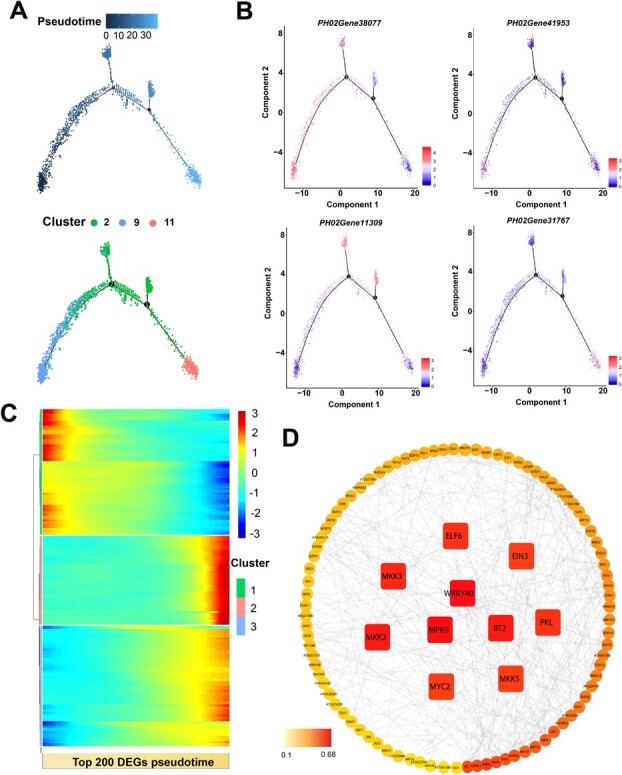
Differentiation trajectories of basal root cap cells. (A) A continuous differentiation trajectory from initial cell to basal root cap cell was obtained using Monocle 2. Each dot shows an individual cell. The colors represent the pseudotime score. Blue, green, and red represent Clusters 9, 2, and 11, respectively. (B) Expression of root cap cell-type-specific genes (*PH02Gene38077*, *PH02Gene41953*, *PH02Gene11309*, and *PH02Gene31767*) along with the pseudotime trajectory. The colors on the dots represent the transcriptional levels of these genes in individual cells. (C) A heat map displaying the expression pattern of branch-dependent genes in root cap cells along pseudotime. Each row indicates one gene. The bar represents the relative expression level. (D) The interaction network of representative genes was constructed by using their homologous genes in *Arabidopsis*.

### Differentiation trajectory of epidermal cells

The root epidermis generally consists of a layer of epidermal cells with a protective function. Based on functional annotations, Cluster 6 was designated as the epidermis, and Clusters 2, 7, 8, 11, and 12 belonged to the root cap (Fig. 1). Interestingly enough, the distribution distances on the UMAP and *t-*SNE plots revealed that the root cap and epidermis cell clusters were connected to Cluster 9 (Fig. 1A, Supplementary Data Fig. S10), which were annotated as initial cells (Fig. 1B). Therefore, the epidermis and root cap cells of moso bamboo may be from the same undifferentiated progenitor cells. However, in dicots the root cap and epidermis cells belong to a common initial cell, while in monocots the ground tissues and epidermis cells originate from a single common initial cell [44].

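In the neighbour graph of all cells, matched Cluster 9 had its highest ratio of observed to expected edges to matched Cluster 2, with 0.822 in replicate 1 and 1.20 in replicate 2. Its ratio to matched Cluster 6 was 0.479 and 0.533. To matched Clusters 7, 8, 11 and 12, the other clusters assigned to the root cap, no edge was found in either replicate, so that of the root cap clusters only Cluster 2 was joined to Cluster 9 directly. The ratio to matched Cluster 0 of the ground tissues was 0.0056 and 0.0021, and no edge led to matched Cluster 1. From the distances on the UMAP and t-SNE plots, the paper proposes that epidermis and root cap cells come from the same undifferentiated progenitor cells. For this proposal it also draws on a pseudotime trajectory and on in situ hybridization.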

To test this hypothesis, we reconstructed the developmental trajectory relationship between the root cap and the epidermis. Clusters 2, 6, and 9 were selected to produce a bifurcate pseudotime backbone with three distinct final states (Fig. 3B), where the clusters were arranged along different branches. 

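In the 3269 cells of matched Clusters 9, 2 and 6, the edge ratio was 0.219 ± 0.048 (SD, n = 2 replicates) for Clusters 9 and 2 and 0.110 ± 0.0016 for Clusters 9 and 6. Clusters 2 and 6 were themselves joined, with a ratio of 0.116 ± 0.024. Whether Cluster 6 lies closer to Cluster 9 than to Cluster 2 was not resolved by these replicates, since the ratio to Cluster 9 minus that to Cluster 2 was 0.0104 in replicate 1 and -0.0218 in replicate 2. With every cell thinned to 500 UMIs before clustering, Cluster 6 was closer to Cluster 2 in both replicates, with differences of -0.116 and -0.105. Cluster 6 was also closer to Cluster 2 in both with only cells of at least 2000 UMIs (-0.0105 and -0.0645). It was closer to Cluster 9 in both replicates with the named genes included (0.0128 and 0.0043) and, in an alternative chosen after the data were seen, without the 6% of cells with the highest Scrublet scores (0.0184 and 0.0043). The sign of this difference thus depends on the setting. Median pseudotime, started in matched Cluster 9, was 0.144 ± 0.015 in Cluster 9, 0.376 ± 0.024 in Cluster 2 and 0.506 ± 0.040 in Cluster 6. Its correlation with UMIs per cell was 0.0902 ± 0.0558. A diffusion order of this kind gives each cell 1 position and does not by itself assign branches.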

The developmental trajectory started from the initial cells (Cluster 9) and ended in two branches: root cap cells (Cluster 2) and epidermal cells (Cluster 6). In addition, *in situ* hybridization analyses preliminarily confirmed that the representative genes *PH02Gene04325* and *PH02Gene30509* in Cluster 9 were specifically expressed in the linkage region comprising columella root cap stem cells and epidermal initial cells (Fig. 1B, Supplementary Data Fig. S4). 

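In matched Cluster 6, PH02Gene48860 had 2.06 ± 1.22 CPM against 7016 ± 45.6 CPM in matched Cluster 12. After thinning to 500 UMIs it was detected in 73.6% of the cells of matched Cluster 12 and in 0.882% of those of matched Cluster 0. Matched Cluster 0, a ground tissue cluster, serves only as a comparison, since its UMIs of these genes were not shown to be background. PH02Gene15627 had 26.2 ± 2.97 CPM in matched Cluster 6 against 859 ± 48.5 CPM in matched Cluster 11. It was detected in 1.24% of thinned cells of matched Cluster 6 and in 2.15% of those of matched Cluster 0. PH02Gene46694 had 170 ± 8.59 CPM in matched Cluster 6 against 482 ± 25.1 CPM in matched Cluster 8, and was detected in 7.07% of thinned cells against 11.5% in matched Cluster 0. PH02Gene17668 had 1325 ± 65.6 CPM in matched Cluster 6 against 2270 ± 33.7 CPM in matched Cluster 7, and was detected in 46.9% of thinned cells against 35.9% in matched Cluster 0, where it had 880 ± 62.9 CPM. Without thinning, where the median was 9446 UMIs in cells of matched Cluster 6 and 973 in those of matched Cluster 0, the shares in matched Cluster 6 were 1.74% for PH02Gene48860, 14.8% for PH02Gene15627, 63.7% for PH02Gene46694 and 98.7% for PH02Gene17668. The measure PH02Gene17668: CPM in Cluster 6 as percent of that in Cluster 7 was 58.4 and changed most, to 67.5, with every cell thinned before clustering.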

Root cap representative genes, such as *PH02Gene15627*, *PH02Gene48860*, *PH02Gene17668*, and *PH02Gene46694*, had slight expression in very few cells of the epidermis (Figs 1B and 3C, Supplementary Data Fig. S4).

**Figure 3:**
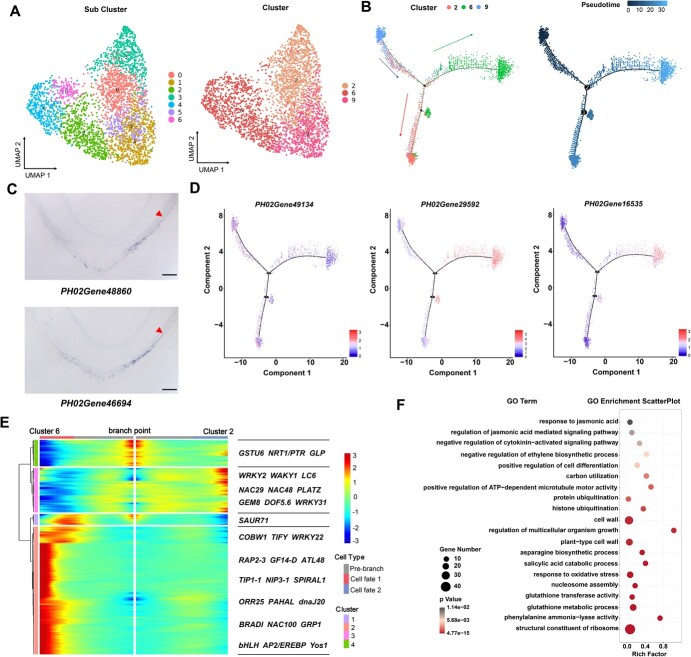
Differentiation trajectories of basal root epidermis cells. (A) UMAP showing root epidermis cell populations (Clusters 2, 6, and 9). 0–6, sub-cell clusters. The line indicates a potential differentiation trajectory from the initial cells to the root epidermis cells. (B) A continuous differentiation trajectory from initial cell to epidermis cell was obtained using Monocle 2. Each dot shows an individual cell. The colors represent the pseudotime score. Blue, red, and green represent Clusters 9, 2, and 6, respectively. (C) *In situ* hybridization validation of *PH02gene48860* and *PH02Gene46694* in basal root tip. Scale bars, 300 μm. (D) Expression of epidermis cell-type specific genes (*PH02Gene49134*, *PH02Gene29592*, and *PH02Gene16535*) along with the pseudotime trajectory. (E) Heat map displaying the expression pattern of branch-dependent genes in epidermis cells along pseudotime. The right of the heat map shows representative genes. Cluster 2 genes are enriched in cells on the prebranch and branch 1 of the trajectory, and Cluster 1 and 3 genes are enriched in cells on branch 2 of the trajectory. Each row represents one gene. The bar represents the relative expression level. (F) Scatter plots of GO enrichment analysis for Clusters 9, 2, and 6. Only enriched categories (*P* value <.05) are shown.

Moreover, we identified the top 500 significant DEGs along the pseudotime trajectory and generated an expression heat map of these genes, which together showed four distinct clusters. Gene expression profiles varied greatly among three branching points. Particularly, some of these genes were known to play significant roles in root development (Fig. 3E, Supplementary Data Table S3). For instance, germin-like protein GLP (*PH02Gene49134*) was prominently expressed at the branching point and neighboring cells (Fig. 3D, Supplementary Data Table S5), in agreement with its important role in the development of plant embryos and in the modification and reconstruction of cell walls [45]. 

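PH02Gene49134 had 1731 ± 224 CPM in matched Cluster 9, 1353 ± 12.0 CPM in matched Cluster 2 and 628 ± 30.1 CPM in matched Cluster 6. It was lower in Cluster 6 than in Cluster 2, with a log2 fold change of -1.17 (standard error 0.107, adjusted p = 8.47e-19, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The difference between Clusters 2 and 9 was smaller, with a log2 fold change of -0.44 (standard error 0.106, adjusted p = 0.000555 from the same edgeR test). Its correlation with pseudotime across the cells of the 3 clusters was -0.348 ± 0.017 (SD, n = 2 replicates).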

*PH02Gene29592*, associated with root development, lateral root development, and root hair cell tip growth, was preferentially expressed in the epidermis branch (Fig. 3D, Supplementary Data Table S5). 

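PH02Gene29592 had 6080 ± 201 CPM in matched Cluster 6, 1476 ± 92.4 CPM in matched Cluster 2 and 1045 ± 99.1 CPM in matched Cluster 9. The log2 fold change of Cluster 6 against the mean of Clusters 9 and 2 was 2.19 (standard error 0.095, adjusted p = 1.66e-47, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 1.60 with every cell thinned before clustering, the lowest value of any alternative. Outside these 3 clusters the gene reached similar levels, with 6978 ± 95.2 CPM in matched Cluster 8 and 6149 ± 341 CPM in matched Cluster 10. PH02Gene16535, shown beside it in Fig. 3D, had 747 ± 23.2 CPM in matched Cluster 6, 171 ± 15.4 CPM in matched Cluster 2 and 115 ± 19.2 CPM in matched Cluster 9, a log2 fold change of 2.32 (standard error 0.093). It too was higher in matched Cluster 8, with 1443 ± 111 CPM. The Spearman correlation with pseudotime was 0.661 ± 0.028 for PH02Gene29592 and 0.585 ± 0.059 for PH02Gene16535 (SD, n = 2 replicates).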

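The part of Supplementary Data Table S4 that was read, which is not the whole table, describes PH02Gene17549 as NAC 29-like and PH02Gene33943 as NAC 48-like. A further gene that it describes as NAC 29-like, PH02Gene22100, was added after its values were seen. PH02Gene17549 had 445 ± 17.3 CPM in matched Cluster 2, 489 ± 16.9 CPM in matched Cluster 9 and 191 ± 1.60 CPM in matched Cluster 6. Its log2 fold change in Cluster 2 against all other clusters was 2.81 (standard error 0.075, adjusted p = 1.94e-72, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and that in Cluster 6 against Cluster 2 was -1.28 (standard error 0.104). PH02Gene22100 had 231 ± 27.9 CPM in matched Cluster 2, 132 ± 0.914 CPM in matched Cluster 9 and 114 ± 13.6 CPM in matched Cluster 6. PH02Gene33943 was lower in matched Cluster 2, with 43.6 ± 8.16 CPM, than in matched Cluster 6, with 83.4 ± 6.62 CPM. Among the root cap clusters, it reached 343 ± 9.51 CPM in matched Cluster 8, 266 ± 1.82 CPM in matched Cluster 7 and 188 ± 10.5 CPM in matched Cluster 11, but it was not confined to the root cap, with 305 ± 0.457 CPM in matched Cluster 1 and 153 ± 10.2 CPM in matched Cluster 0 of the ground tissues. In matched Cluster 12, with 245 ± 102 CPM, its difference from all other clusters was within the replicate error (log2 fold change 0.49, standard error 0.290, adjusted p = 0.344 from the same edgeR test).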

Interestingly, NAC29 and NAC48 were related to multicellular organism development, which were highly expressed in root cap (Fig. 3E). In addition, *PH02Gene08613*, highly expressed in the epidermis branch, was initially enriched in functional categories, such as the defense response to fungus and cuticle development (Supplementary Data Table S5). These representative genes were enriched in GO terms related to response to plant-type cell wall and positive regulation of cell differentiation, which improves understanding of the hypothesis mentioned above (Fig. 3F, Supplementary Data Table S6). 

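PH02Gene08613 had 580 ± 8.51 CPM in matched Cluster 6 against 160 ± 7.55 CPM in matched Cluster 9 and 152 ± 0.970 CPM in matched Cluster 2, a log2 fold change of 1.79 (standard error 0.086, adjusted p = 5.80e-43, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The next highest cluster was matched Cluster 4, with 265 ± 2.17 CPM. Its correlation with pseudotime was 0.278 ± 0.015 (SD, n = 2 replicates).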

Taken together, the above results provide insights into the differentiation trajectory of the root cap and epidermis cells. Further molecular and genetic experiments are needed to verify their function in the differentiation of the root cap and epidermis.

### Differentiation trajectories of ground tissue cells

The plant root ground system serves as a barrier structure to regulate the flow diffusion of ions, which is crucial for the absorption of water and mineral nutrients. Successive divisions of the bamboo ground tissue initial cell generate the exodermis, sclerenchyma layers, parenchymatous cells, periendodermis, and endodermis [16, 18]. 

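The 6386 cells of matched Clusters 0, 1, 5 and 10 were re-clustered with the settings of the first clustering, for want of settings in the text. This gave 9 subclusters of 27 to 1648 cells, and from 7 to 9 under the alternatives, the lowest number with 30 PCs or only cells of at least 2000 UMIs. Median depth ranged from 821 to 2841 UMIs per cell.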

Reclustering of the four clusters belonging to the ground system population (Clusters 0, 1, 5, and 10) revealed 10 sub-cell clusters, named 0–9 (Fig. 4A). In addition, some orthologs of rice known marker genes including *PH02Gene32823*, *PH02Gene17676*, *PH02Gene02396*, *PH02Gene36445*, and *PH02Gene41070* involved in the ground tissue were identified among diverse sub-cell clusters (Fig. 4C) [23].

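All 5 orthologs had UMIs in each of the 9 subclusters. PH02Gene02396 was highest in subcluster 6, with 309 ± 22.7 CPM (SD, n = 2 replicates) against 188 ± 11.0 CPM in the second subcluster and 71.0 ± 5.18 CPM in the lowest. PH02Gene41070 was highest in the same subcluster, with 300.1 ± 10.6 CPM against 158 ± 27.5 CPM in the second. PH02Gene32823 was highest in subcluster 8, which holds 27 cells, with 551 ± 237 CPM against 410 ± 115 CPM in the second, a difference within the spread between replicates. For PH02Gene17676, with 230 ± 1.97 against 201 ± 11.5 CPM, and PH02Gene36445, with 169 ± 19.8 against 156 ± 66.5 CPM, the highest subcluster differed between the replicates. Both differences came from the small subcluster 8, which led PH02Gene17676 in replicate 2 on 12 UMIs and PH02Gene36445 in replicate 1 on 9 UMIs. Apart from it, PH02Gene17676 was highest in subcluster 3 in both replicates, with 231.82 and 229.03 CPM. PH02Gene36445 was then highest in subcluster 6 in both, with 154.83 and 182.86 CPM. The number of these orthologs with the same highest subcluster in both replicates was therefore 3 of 5, and it changed to 1 at a resolution of 0.6 and to 5 at a resolution of 1.0 or with 30 PCs. After thinning to 500 UMIs, PH02Gene41070 was detected in 13.9% of the cells of its highest subcluster and in 4.66% of those of its lowest.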

**Figure 4:**
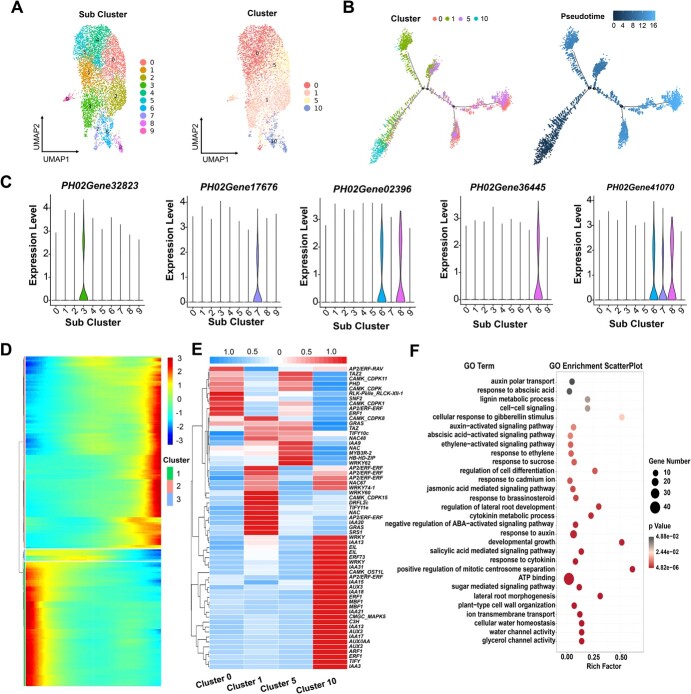
Differentiation trajectories of basal root ground tissue cells. (A) UMAP projections showing root ground tissue cell populations (Clusters 0, 1, 5, and 10). 0–9, sub-cell clusters. The line indicates a potential differentiation trajectory from the initial cells to the root ground tissue cells. (B) A continuous differentiation trajectory over ground tissue cells was obtained using Monocle 2. Each dot shows an individual cell. The colors represent the pseudotime score. Red, olive green, purple, and blue represent Clusters 0, 1, 5, and 10, respectively. (C) Violin graph showing expression patterns of *PH02Gene32823*, *PH02Gene17676*, *PH02Gene02396*, *PH02Gene36445*, and *PH02Gene41070* (orthologous genes in rice) in 10 subclusters (A). The violin represents the proportion of cells expressed in the subcluster. (D) Heat map displaying the expression pattern of branch-dependent genes in ground tissue cells along pseudotime. Each row represents one gene. The bar shows the relative expression level. (E) Heat map displaying the expression pattern of representative TFs related to plant hormone pathways. (F) Scatter plots of GO enrichment analysis for clusters 0, 1, 5, and 10. Only enriched categories (*P* value <.05) are shown.

To better understand the gene regulatory basis of ground tissue differentiation, the cells from Clusters 0, 1, 5, and 10 were reclustered and pseudotime trajectory and heat map analyses were performed. We delineated four distinct cell lineages, leading to a four-forked pseudotime backbone representing four distinct final states (exodermis, sclerenchyma cell layer, periendodermis, and endodermis) (Fig. 4B). 

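In the neighbour graph of matched Clusters 10, 0 and 1, which includes the cells matched to Cluster 5, the edge ratio was 0.329 ± 0.117 (SD, n = 2 replicates) for Clusters 10 and 1, 0.0546 ± 0.0063 for Clusters 10 and 0, and 0.201 ± 0.007 for Clusters 0 and 1. The excess of the ratio to Cluster 1 over that to Cluster 0 was 0.188 in replicate 1 and 0.362 in replicate 2, and it changed most to 0.0442 and 0.0401 at a resolution of 1.0. With the starting cell in matched Cluster 10, median pseudotime was 0.396 ± 0.101 in Cluster 10, 0.751 ± 0.091 in Cluster 1 and 0.804 ± 0.106 in Cluster 0. Clusters 0 and 1 differed by 0.0420 in replicate 1 and 0.0630 in replicate 2 (pseudotime is scaled in each replicate alone), and this difference stayed above 0 in both replicates wherever it could be computed, the lowest value being 0.0082 in replicate 1 with every cell thinned before clustering. Pseudotime was nearly unrelated to UMIs per cell, with a Spearman correlation of 0.0447 ± 0.0611 (SD, n = 2), but it was negative in the settings in which Cluster 10 matched the same cells as Cluster 8, other than with every cell thinned before clustering. Cluster 10 had a cluster of its own in these data, in those with the named genes included and in those without the 6% of cells with the highest Scrublet scores, and matched the same cells as Cluster 8 in the other clusterings. The paper reasons from the course of pseudotime that the cells of Cluster 10 may serve as initial cells of the ground tissue.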

Interestingly, pseudotime analysis revealed that inferred developmental trajectories confirmed gradual transitions from early cells in Cluster 10 to late ground tissue cells (Clusters 0, 1, and 5) (Fig. 4B). Therefore, these analyses collectively demonstrated that those cells in Cluster 10 may serve as initial cells of ground tissue. To further identify genes patterns, we displaying the top 200 DEGs expressed along the pseudotime trajectory of ground tissue cells with three distinct clusters (Fig. 4D, Supplementary Data Table S3). Genes were upregulated or downregulated in different clusters, indicating their important role in regulating cell differentiation. Some key genes underlying their differentiation showed temporal expression patterns along the pseudotime trajectory, such as *PIP1;1* (ortholog of *PH02Gene00514*), expressed at the early stage, acting as an active water channel protein, and playing vital physiological roles in roots [46].

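PH02Gene00514 had 1791 ± 68.4 CPM in matched Cluster 10, 681 ± 21.7 CPM in matched Cluster 1 and 260 ± 13.2 CPM in matched Cluster 0. Its log2 fold change in Cluster 10 against the mean of Clusters 0, 1 and 5 was 2.01 (standard error 0.099, adjusted p = 2.95e-41, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 1.00 with only cells of at least 2000 UMIs, where Cluster 10 matched the same cells as Cluster 8. Outside the ground tissues, matched Cluster 8 was the next highest, with 990 ± 6.19 CPM. Across cells the correlation with pseudotime was -0.327 ± 0.002 (SD, n = 2 replicates).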

We selected all specific TFs based on their high expression levels in a specific cell type and high fold changes compared with other clusters. A total of 231 putative TFs were identified in ground tissue of moso bamboo, of which 61 were identified as being involved in the plant hormone pathways (Supplementary Data Table S7, Fig. 4E). For instance, AUX/IAA and ARF, related to the auxin pathway, were preferentially expressed in Cluster 10. However, other TFs, such as AP2/EREF WYKY, DOF, and MYB, associated with ethylene, jasmonic acid, and abscisic acid-activated signaling pathways, respectively, were highly enriched in Clusters 0, 1, and 5. 

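The list of 61 TFs in Supplementary Data Table S7 holds 14 AUX/IAA genes and 1 gene of the B3-ARF family. Between matched Cluster 10 and the mean of matched Clusters 0, 1 and 5, 13 of these 15 were higher in Cluster 10 and 2 were lower (PH02Gene12702, log2 fold change -0.93, and PH02Gene05831, -0.60), both over all genes tested and adjusted over the list alone. Their median log2 fold change was 2.55, against -0.22 for all genes tested. The study chose the list on these samples, so neither count is independent evidence. With DESeq2 in place of edgeR, which moved the median of all genes by 0.25 on the log2 scale, 13 were higher and neither PH02Gene12702 nor PH02Gene05831 passed the threshold. The largest changes were in AUX/IAA genes, namely PH02Gene10849 with a log2 fold change of 4.06 (standard error 0.186, adjusted p = 2.12e-44, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), PH02Gene47180 with 3.27 (standard error 0.222) and PH02Gene09243 with 3.16 (standard error 0.170). The ARF gene, PH02Gene23847, had a log2 fold change of 2.55 (standard error 0.340). The auxin genes were also high in matched Cluster 8, where 12 of the 15 exceeded their CPM in matched Clusters 0 and 1 in both replicates, while 13 were higher in Cluster 10 than in Cluster 8.

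**Figure D5:**
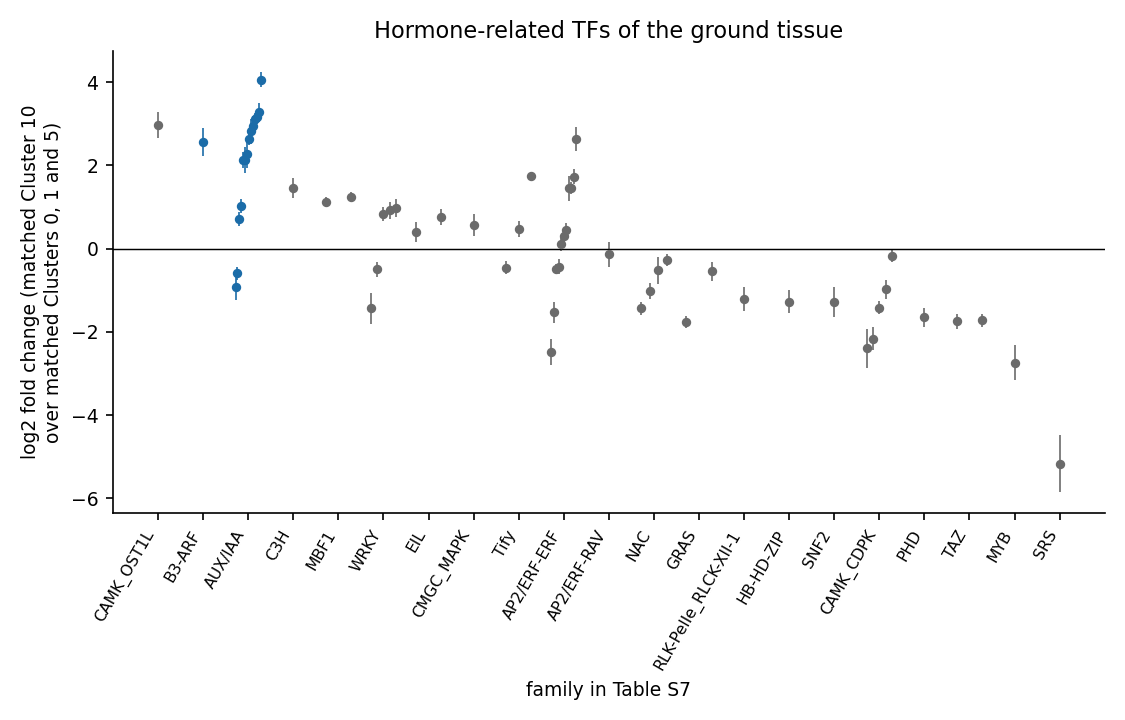
Log2 fold change of matched Cluster 10 over the mean of matched Clusters 0, 1 and 5 (y axis, edgeR) for the 61 TFs by family in Table S7 (x axis); points are genes and bars their standard error. AUX/IAA and ARF genes, in blue, are higher in Cluster 10 except for 2, and AP2/ERF-ERF and WRKY genes lie on both sides of 0.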

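Of the other 46 TFs of the list, 22 were lower and 15 higher in matched Cluster 10 than in the mean of matched Clusters 0, 1 and 5, or 23 and 16 adjusted over the list alone, with a median log2 fold change of -0.45. DESeq2 in place of edgeR gave 18 lower and 18 higher. Over all genes, 67.3% of the changed genes were then higher in Cluster 10, against 46.3% with edgeR. The split thus depends on the method, and the part of its scaling alone was not tested. Among the 11 AP2/ERF-ERF genes, 4 were lower and 5 higher in Cluster 10, against 2 and 6 with DESeq2, and among the 5 WRKY genes 2 were lower and 3 higher, against 1 and 3. The MYB gene of the list, PH02Gene29928, was lower in Cluster 10, with a log2 fold change of -2.74 (standard error 0.415, adjusted p = 1.36e-08, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Other large decreases were those of PH02Gene42759 of the SRS family, with -5.17 (standard error 0.680), and PH02Gene08959 of the AP2/ERF-ERF family, with -2.48 (standard error 0.313). In replicates 1 and 2 of matched Cluster 10, PH02Gene42759 had 3.11 and 0 CPM and PH02Gene29928 had 9.33 and 14.1 CPM. These values lie near the floor, so the sizes of both decreases are uncertain. Of the 5 CAMK_CDPK genes, 4 were lower, with DESeq2 as well. No gene of the list is assigned to the DOF family. In the clusterings in which Cluster 10 matched the same cells as Cluster 8, more of the 46 were higher and fewer lower, namely 30 and 9 at a resolution of 0.6.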

Further GO analyses of representative DEGs indicated that a number of genes were highly enriched in water channel activity, regulation of cell differentiation, lateral root morphogenesis, and response to cadmium ion, supporting ground tissue involvement in the flow diffusion of ions, water, and mineral nutrients (Fig. 4F, Supplementary Data Table S6). These results provide a better understanding of the developmental mechanisms of basal root ground tissue, which will be useful in the future.

### Overexpression of *PheWOX13a* and *PheWOX13b* inhibited root growth in *Arabidopsis*

In the above sections, we report many TFs in different types of basal root cells in moso bamboo. To establish their functionality in basal root growth, the expression levels of all TFs were checked in our single-cell transcriptomes of basal roots, as well as published transcriptome profiles [47–51]. WOXs play an important role in maintenance of the root and stem apical meristem. Our bulk transcriptome data indicated that *PheWOX13a* and *PheWOX13b*, which were remarkably orthologous to *OsWOX13* and *AtWOX13*, had higher expression than other WOX genes in root tissues [47, 52, 53]. In addition, based on single-cell expression profiles, *PheWOX13a* and *PheWOX13b* had higher expression in Cluster 10 and Cluster 12 than other clusters (Supplementary Data Fig. S11).

Subsequently, we focused on the molecular functions of *PheWOX13a* and *PheWOX13b*. We overexpressed *PheWOX13a* and *PheWOX13b* in *Arabidopsis* because the efficiency of the genetic transformation of moso bamboo is much lower than that in *Arabidopsis* [35, 54]. At the 10-day seedling stage, overexpression of *PheWOX13a* and *PheWOX13b* resulted in shorter primary root growth compared with Col-0 (Fig. 5A and B), suggesting that *PheWOX13a* and *PheWOX13b* negatively regulate primary root development. Compared with Col-0, *PheWOX13a*-overexpressing (OE) lines exhibited a significant reduction in emerged lateral roots (LRs) through optical microscopic observation (Fig. 5C). Moreover, lateral root densities of *PheWOX13a*-OE and *PheWOX13b*-OE lines were significantly lower than that of wild-type (Supplementary Data Fig. S12). *PheWOX13a* overexpression in *Arabidopsis* inhibited root cap growth, while *PheWOX13b* promoted abnormal root cap development (Supplementary Data Fig. S13). To investigate the role of *PheWOX13a* and *PheWOX13b*, we examined the transcript levels of genes associated with root development. Compared with Col-0, the expression of auxin synthesis-related genes *YUC1*, *YUC2*, *YUC6*, and *TAA1* in *PheWOX13a*- and *PheWOX13b*-OE lines did not change significantly (Supplementary Data Fig. S14). Interestingly, the expression of *PIN3* and *AUX1* related to auxin transport was significantly upregulated in the *PheWOX13a* transgenic lines, while it was downregulated in the *PheWOX13b* transgenic lines. Overexpression of *PheWOX13a* and *PheWOX13b* resulted in a significant increase in *PIN1* expression and a clear reduction in *PIN4* expression. In addition, *PheWOX13a* and *PheWOX13b* might directly or indirectly downregulate the mRNA level of *WOX5*, which plays a crucial role in determining the fate of stem cells [55]. *GASA14* was speculated to function in the promotion of cell elongation by gibberellic acid, which was significantly downregulated in *Arabidopsis* ectopically expressing *PheWOX13a* and *PheWOX13b*. In addition, several lateral root regulatory genes, including *AUXIN RESPONSE FACTOR ARF19*, early auxin response gene *IAA28*, and *MYB73* [56–58] in transgenic lines, showed significantly lower transcription levels than those in Col-0 (Fig. 5E).

**Figure 5:**
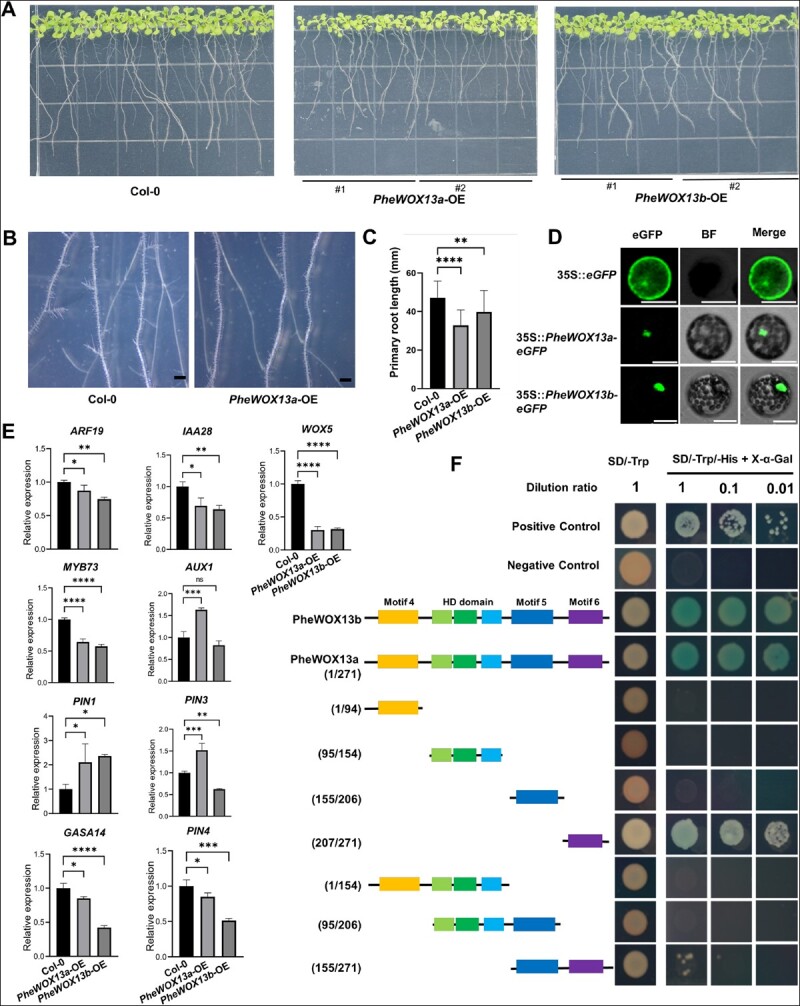
Effects of *PheWOX13a* and *PheWOX13b* overexpression on *Arabidopsis* root development. (A) Comparative primary root growth of *PheWOX13a* and *PheWOX13b* transgenic lines and Col-0 (wild-type) seedlings in the first 12 days of development. (B) Representative primary roots and lateral roots from the Col-0 and *PheWOX13a*-OE lines. Scale bar = 1000 μm. (C) Quantification of primary root length in (A). Data are mean ± standard error (*n* = 30 roots). (D) Subcellular localization of PheWOX13a-eGFP and PheWOX13b-eGFP in protoplasts of *Arabidopsis* leaves. eGFP, eGFP fluorescence; BF, bright field; Merge, merge of eGFP and BF images. Scale bars = 50 μm. (E) Relative expression levels of genes related to root and lateral root development in Col-0, *PheWOX13a*-OE, and *PheWOX13b*-OE. *Actin 2* served as the reference gene. Data are mean ± standard error (*n* = 3). Asterisks indicate a statistically significant difference between Col-0 and transgenic plants (*t*-test, ^*^P < .05, ^**^P < .01, ^***^P < .001, ^****^P < .0001, ns, no significant difference). (F) Transcriptional activation analysis of *PheWOX13a* and *PheWOX13b* through a yeast one-hybrid system. Transcriptional activation activity of different truncations of *PheWOX13a* were performed. Numbers on the left side show different positions of amino acids in PheWOX13a. The right side shows growth of the transformants with three different dilution rates of 1, 0.1, and 0.01 on SD/−Trp and SD/−Trp/−His adding 50 mM 3-AT. The ꞵ-galactosidase activities were examined by X-Gal staining. Positive control: PGBKT7–53 + PGADT7-T; negative control: pGBKT7.

To further investigate the subcellular localization of *PheWOX13a* and *PheWOX13b*, they were fused to GFP under control of the CaMV 35S promoter and then transferred into *Arabidopsis* and moso bamboo protoplast cells, respectively. Transiently expressed PheWOX13a and PheWOX13b proteins were specifically localized in the nuclei (Fig. 5D, Supplementary Data Fig. S15). The transactivation abilities of PheWOX13a and PheWOX13b were analyzed by a yeast assay system. X-gal staining for β-galactosidase activity showed that PheWOX13a and PheWOX13b had transcriptional activation ability (Fig. 5F). In addition to the conserved HD DNA-binding domain, the WOX13 protein in Poaceae contained three specific domains, Motif 4, Motif 5, and Motif 6 [59]. To determine the transcriptional activation domain of PheWOX13a, we made seven constructs containing each domain [amino acid numbers 1–94 (1/94), 95/154, 155/206, 207/271, 1/154, 95/206, 155/271] in pGBKT7-BD vector. This result showed that the transcriptional activation domain of PheWOX13a was located at the C-terminal region (207/271) containing Motif 6. A dual-luciferase (LUC) reporter assay was used to determine the transcriptional activation ability of PheWOX13a in *Nicotiana benthamiana*. PheWOX13a promoted more relative activity of firefly LUC than that in the control, indicating that PheWOX13a has transcriptional activity (Supplementary Data Fig. S16). Combination analysis of subcellular localization and transcriptional activation indicated that PheWOX13a can function as a transcription activator. In conclusion, we hypothesized that *PheWOX13a* and *PheWOX13b* have different molecular regulatory mechanisms controlling root growth via the auxin pathway, which differs from orthologous *WOX13* in *Arabidopsis*. These results provide new insights into the molecular functions of *PheWOX13a* and *PheWOX13b*.

## Discussion

Rhizome roots and basal roots play an important role in fixing, absorbing, and transporting water and nutrients during the rapid growth period of bamboo. Unlike the roots of *Arabidopsis* and rice, which have been extensively investigated, rhizome roots and basal roots of bamboo have been studied only at the anatomical level. scRNA-seq has been utilized to reveal cell heterogeneity, discover new marker genes, and describe the developmental trajectory. In our study, a modified protocol for protoplast preparation was constructed to remove many secondary metabolites and promote the percentage of live cells, which made the high-throughput application of scRNA-seq in bamboo roots possible. By identifying tissue-specific markers and different cell types (Fig. 1), the first single-cell transcriptome atlas for moso bamboo root development was generated in perennial Poaceae plants. The differentiation trajectories of the root cap, epidermis, and ground tissue with cellular expression profiling were described in detail. In addition, DEG analysis and cell annotation for differentiation trajectories reveal key regulatory genes that may reflect the cell fate direction. Overall, scRNA-seq has been applied to bamboo as a non-model plant, and this finding is beneficial for facilitating future research on Bambusoideae plant development at the single-cell resolution.

Compared with *Arabidopsis* and rice, there is a lack of a complete understanding of bamboo root development. Although the anatomical structure of bamboo roots has been preliminarily studied, the molecular definition of its cell types is incomplete. Moreover, it is difficult to infer bamboo root cell types based on homologous *Arabidopsis* and rice gene expression due to differences in the number and type of cell types between dicots and monocots. Based on bamboo root origins, it can be divided into two categories: rhizome roots emerging from the rhizome node and basal roots generated from the base node of the shoot. The basal roots bear a strong resemblance to crown roots, differentiating from the nodes of the main stem and tillers. However, bamboo and rice each prefer strikingly different survival conditions, which might cause a large difference among cell types, cell quantity, and cellular structure. For example, bamboo root ground tissue contains a periendodermis, which is absent in *Arabidopsis* and rice. Moreover, bamboo root cortex can differentiate into special aerenchyma with an anatomical adaptation to waterlogging, which is found in rice but absent from *Arabidopsis*. To obtain a better understanding of how root stem cells generate diverse cell types, we successfully defined four cell types in the bamboo basal root tip based on a combination of scRNA-seq analysis and *in situ* hybridization. Cell clusters corresponding to the root cap, epidermis and ground tissue were also identified. Unfortunately, cell types belonging to the periendodermis and other undefined cell types were not identified in our scRNA-seq dataset, perhaps due to the low number of marker genes or the sequencing depth and gene coverage in our scRNA-seq datasets. Importantly, novel marker genes for these root cell types were identified by *in situ* hybridization assays (Fig. 1, Supplementary Data Fig. S4). In future research, it may be possible to define more cell types and discover more special marker genes through spatial transcriptomics and laser capture microdissection single-cell PCR.

In the root meristematic zone, diverse cell types are derived from one or more stem cells located at the root apical area. Along with stem cell division, tissue-specific transition cells (TACs) are gradually generated. The apical meristem of most dicots has three columns of protocells: the mesocolumn protocell in the upper layer, the cortical protocell in the middle layer, and the common protocell of the epidermis and root cap in the lower layer, which are occasionally present in a small number of monocots. For most monocots, the root cap has an independent protocell, while the epidermis and cortex originate from the cortical protocell together. For instance, the ground tissue and epidermis share a single common initial cell in the monocot rice, whereas the lateral root cap and epidermis belong to a common initial cell in the dicot *Arabidopsis* [22]. The mechanism by which these different cell fates are progressively determined from an ordinary stem cell is largely unknown. Our results showed that Cluster 6 was designated as epidermis, and Clusters 2, 7, 8, 11 and 12 belonged to the root cap. The root cap and epidermis cell clusters were connected to Cluster 9 as the initial cell type by the UMAP and *t*-SNE plots (Fig. 1A, Supplementary Data Fig. S10), indicating that Cluster 9 might be composed of mixed meristematic cells generating a distinct root cap and epidermis cell types. In addition, based on *in situ* hybridization analyses, the special expression patterns of representative genes in the root cap and epidermis cells further demonstrated that the root cap and epidermis belonged to a common initial cell lineage. The identification of initial cell marker genes for the root cap and epidermis in bamboo transgenic systems and cell fate localization will help to accurately map the differentiation trajectory of cell lineages in specific tissues in the future.

In vascular plants, WOXs play an important role in the maintenance of the root and stem apical meristem, vascular development, embryogenesis and development, and adventitial organogenesis and development [60–63]. The *WOX13* gene has been reported to promote replum formation in *Arabidopsis* [64]. *WOX13* plays a vital role in cellular reprogramming during stem cell initiation in the moss *Physcomitrella patens* [65]. Moreover, WOX13 acts as a key regulator for callus formation and organ reconnection in *Arabidopsis* [66]. In this study, we identified *PheWOX13a* and *PheWOX13b* (orthologous genes of *WOX13*) as key regulators that orchestrate the expression of genes involved in primary root and lateral root growth (Fig. 5). This was in accordance with our phenotypic analysis of the *PheWOX13a-* and *PheWOX13b-*OE lines. Based on dot plots representing scRNA-seq analysis, *PheWOX13a* was preferentially enriched in Cluster 10, belonging to the ground tissues of basal roots, while *PheWOX13b* had high expression in Cluster 12 as part of the root cap. In *Arabidopsis*, overexpression of *PheWOX13a* and *PheWOX13b* showed shorter primary roots. Specifically, the expression levels of auxin synthesis-related genes (*YUC1*, *YUC2*, *YUC6*, and *TAA1*) showed no change between wild-type and transgenic lines, indicating that *PheWOX13a* and *PheWOX13b* were unable to regulate root growth by affecting auxin synthesis genes. In comparison with the wild type, there were several auxin transport genes, such as *PIN3* and *AUX1*, showing the opposite expression patterns between the *PheWOX13a-* and *PheWOX13b-*OE lines. In addition, overexpression of *PheWOX13a* and *PheWOX13b* resulted in the expression reduction of WOX5, which was a critical regulator in maintaining stem cell fate, revealing that *PheWOX13a* and *PheWOX13b* might control root development by regulating *WOX5* expression. However, we have shown that *PheWOX13a*-OE lines developed short roots or a rootless phenotype, likely because of the low expression of lateral root regulatory genes, such as *ARF19*, *IAA28*, and *MYB73* [56–58], which were dependent on the auxin pathway. We hypothesized that the overexpression of *PheWOX13a* and *PheWOX13b* in transgenic *Arabidopsis* may regulate auxin accumulation and distribution in primary and lateral roots by regulating the expression of genes involved in auxin transport and response, thereby simultaneously inhibiting primary root elongation and lateral root formation. In addition, a new specific domain, Motif 6, located at the C-terminal of WOX13, existed widely in monocots (such as rice, maize, and five bamboo species), showing species specificity [59]. Our transcriptional activation analysis further indicated that Motif 6 enabled PheWOX13a to function as a transcriptional activator. Overall, the functions of *PheWOX13a* and *PheWOX13b* in bamboo differed from those in the previously reported orthologous gene *WOX13* in *Arabidopsis*. However, further studies are required to confirm the regulatory mechanism of *PheWOX13a* and *PheWOX13b* involved in root growth.

In our study, we robustly identified most of the major cell types of moso bamboo and defined new cell-type-specific marker genes. By time analysis of individual basal root tip cells, we reconstructed the sequential developmental trajectory of the root crown, epidermis, and ground tissue and elucidated the key candidate factors that determine cell fate in these cell lineages. Based on *in situ* hybridization and pseudotime locus analysis, the root crown and epidermis were derived from a common initial cell lineage, revealing the specificity of bamboo root development. *PheWOX13a* and *PheWOX13b* regulate primary root and lateral root growth by regulating the auxin pathway. Therefore, our results provide a valuable resource for studying the development and physiological function of cell types at the molecular level and at single-cell resolution in bamboo perennial woody plants.

## Materials and methods

### Plant materials and growth conditions

Basal roots of moso bamboo with 50-cm tall shoots were collected from Guangde City (30°49′13″ N, 119°25′28″ E), Anhui Province, China. Basal root tips (~2.0 cm long from the root tip) were gathered for scRNA-seq, as well as *in situ* hybridization.

Wild-type *Arabidopsis* (Col-0) and transgenic lines (transgenic homozygous lines) were used for qPCR and phenotypic assays. All seeds were sterilized with 75% alcohol and germinated on vertical square plates with 1/2 Murashige and Skoog (MS) at 23°C (day)/19°C (night) with long days (16 hours light/8 hours dark, with a light intensity of 85 mmol/m^2^/s). The seedlings of *Arabidopsis* were photographed and then analyzed after 12 days of growth.

### Basal root protoplast extraction and preparation for scRNA-seq

The basal root tips (~2 cm) were washed clean and cut into 1–2 mm strips, which were added to a sterile Petri dish with 25 ml sterile enzyme solution (3% cellulase R-10, 0.7% macerozyme R-10, 0.2% pectinase Y-23, 0.3% hemicellulose, 0.1% BSA, 0.01 M CaCl_2_, 20 mM MES, and 0.6 M mannitol) in a vacuum pump at 23°C for 20–30 minutes, and then the mixture was placed in an incubator with shaking at 65 rpm for 3 hours at 23°C to release basal root protoplasts. These protoplasts were filtered with a 40-μm cell strainer and then centrifuged at a speed of 100 *g* for 2 minutes at 23°C, and after the supernatant was sucked out 0.6 M mannitol was added to resuspend all protoplasts. After separating root protoplasts, they needed to be purified by sucrose density gradient centrifugation. The total viability of protoplasts needed to reach >85%, which was further confirmed with trypan blue staining. The concentration of basal root protoplasts was adjusted to 1000 cells/μl.

### scRNA-seq library construction and sequencing

After the protoplast suspensions were put into the 10 X Chromium instrument, the library was constructed using the 10 X Genomics Chromium Single Cell 3′ kit (V3). The specific experimental operation steps were implemented according to the scRNA-seq experimental manual of LC-Bio Technology (Hangzhou, China). The Illumina NovaSeq 6000 was used to sequence the library, which demanded a minimum sequencing depth of 20 000 reads per cell.

### Preprocessing of raw scRNA-seq data

The Cell Ranger (version 5.0.1) was used for sample demultiplexing, barcode processing, and single-cell 3′ gene counting, and scRNA-seq data were aligned to the Moso Genome (http://172.26.100.143/#/) [67] using STAR. Combined with the annotation information of the Moso Genome (GTF file), the reads aligned to the genome were divided into exons, introns, and intergenic regions (at least 50% of the bases were aligned to exons, introns, and intergenic regions of reads).

### Cell clustering and identification of marker genes

Cell Ranger analysis showed that 15 324 cells were captured from two basal root samples, some of which had low activity or were even dead cells. Cell filtration was performed using the data analysis R package of Seurat software (version 3.1.1) [68]. In all, 14 279 cells passed the quality control threshold: the number of genes identified was >500, the number of UMI (Unique Molecular Identifiers) was <500, and the expression ratio of mitochondrial DNA-derived genes was <25% in single cells; genes expressed in at least one cell should be retained.

To visualize the scRNA-seq data, the steps included the expression value of genes, calculated by the LogNormalize method of the Normalization function of the Seurat software. The normalized expression value was used to perform PCA (Principal Component Analysis). Within all principal components (PCs), clustering and *t*-SNE analyses were performed using the top 20 PCs [69]. According to the weighted shared nearest neighbor (SNN) module, cell clusters were annotated by an optimized clustering algorithm. The Find All Markers toolkit of Seurat was applied to analyze the DEGs between different cell clusters by the Wilcoxon rank-sum test with the following parameters: genes expressed in >10% of the cells in a cluster, and an average log (fold change) >0.25.

### Pseudotime analysis

Monocle 2 was used to perform pseudotime analysis on the scRNA-seq data of basal roots. First, Monocle identifies DEGs according to pseudotime values using the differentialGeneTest function. Next, we reduced the space down to one with two dimensions (max_components = 2, method = ‘DDRTree’), which were easily visualized and interpreted, while Monocle ordered the cells. Then, we ordered the cells using the orderCells function. Once the cells were ordered, we visualized the trajectory using plot_cell_trajectory in the reduced dimensional space. In addition, we need to call orderCells again with the root_state parameter to specify the beginning. Monocle used the Branched Expression Analysis Modeling (BEAM) method to analyze the cell data after pseudotime and the designated nodes to mine the DEGs related to branches, and used the plot_generes_branched_heapmap function to visualize the genes that obviously depend on branches.

### Protein–protein interaction network analysis

The protein–protein interaction network (PPI) network of the differentially expressed TFs (*P* < .05) in the pseudotime analysis was structured using their orthologs in the *Arabidopsis* genome on the STRING database (https://cn.string-db.org/), and Cytoscape (3.9.1) was used for visualization. Furthermore, we selected the top 100 TFs of degree as the core genes.

### Functional analysis

After selecting key genes during cell development, the R package was used for the GO enrichment analysis (http://geneontology.org). For convenience of display, only corrected *P*-values (statistical significance level of enrichment analysis) <.05 for enrichment items in the GO function enrichment analysis results were displayed. In addition, ggplot2 was used to visualize the GO enrichment analysis results.

### *In situ* hybridization

The specific DNA probes of the selected marker genes were designed and synthesized using GENWIZ (Supplementary Data Table S8). The basal root tips were harvested and immediately placed in 4% paraformaldehyde solution for fixation. The hybridization and immunological methods were performed as described previously [47, 48]. The images were collected using a Zeiss microscope (Axio Image.M2).

### Toluidine blue staining

The paraffin section method for basal root tissues was described previously [52]. The staining results were imaged on a Zeiss microscope (Axio Image.M2).

### qRT–PCR analysis

The total RNAs of Col-0 and transgenic lines were extracted by TRIzol reagent (Invitrogen, USA). Reverse transcription was performed with First-Strand Synthesis Master Mix (LABLEAD, China). According to the candidate gene sequence, specific primers were designed with Primer 5.0 (Supplementary Data Table S8). The qRT–PCR methods were described previously [48]. *Actin 2* was used as the reference gene. The relative expression levels for the target genes were calculated by the 2^-ΔΔCt^ method [70].

### Functional verification of transgenic plants

The coding sequences of *PheWOX13a* and *PheWOX13b* were inserted into *Actin*::*PheWOX13a* and *Actin*::*PheWOX13b* vectors. The vectors were introduced into *Agrobacterium tumefaciens* GV3101 and used for *Arabidopsis* transformation. The Stable overexpression lines of *PheWOX13a* and *PheWOX13b* were obtained in the *T*_3_ generation using kanamycin. The *T*_3_ generation seeds were cultured vertically on MS medium for 12 days, and the root lengths were counted with IMAGE J software. In addition, the root microstructures were observed using a Zeiss body microscope (Stemi-305). Using the DNA of transgenic plants as a template, the expression levels of representative genes related to root development were determined using qPCR with three biological repeats.

### Subcellular localization and transactivation assays

The full-length cDNAs of *PheWOX13a* and *PheWOX13b* were inserted into GFP protein driven by the CaMV 35S promoter. For transient expression assays, *Arabidopsis* and moso bamboo protoplasts were isolated and transfected according to the Sheen laboratory’s protocol for protoplast isolation [36, 71]. GFP protein fluorescence signals were obtained by a confocal laser scanning microscope (Zeiss Microsystems). Primer sequences used to generate fusion genes are listed in Supplementary Data Table S5.

The PCR products of *PheWOX13a* and *PheWOX13b* were cloned into the pGBKT7 DNA-BD vector containing the GAL4 DNA-binding domain. The recombinant vectors were transformed into the yeast strain AH109 containing the *His-3* and *LacZ* reporter genes, which was used to detect transcriptional activation. Primer sequences for cloning the full region of *PheWOX13a* and *PheWOX13b* are listed in Supplementary Data Table S5.

The full-length sequence of *PheWOX13a* was fused with the GAL4 DNA-binding domain, which was driven by the CaMV 35S promoter in the pEAQ-BD vector (as an effector). The reporter contained a firefly *LUC* fused with five GAL4-binding elements and a TATA box, and the *Renilla LUC* gene under the control of 35S promoter was regarded as the reference. Transient transformation in *N. benthamiana* and luminescence measurements were conducted by referring to previous studies [72, 73]. The primers used are listed in Supplementary Data Table S8.

## Supplementary Material

Web_Material_uhad122 Click here for additional data file.

## Data Availability

All high-throughput sequencing data have been deposited in the GEO under accession number GSE229126.

# Supplementary material for: Single-cell transcriptome atlas reveals spatiotemporal developmental trajectories in the basal roots of moso bamboo (Phyllostachys edulis)
**Source:** Hortic Res. 2023 Jun 9;10(8):uhad122. doi: 10.1093/hr/uhad122
**Supplement:** Web_Material_uhad122

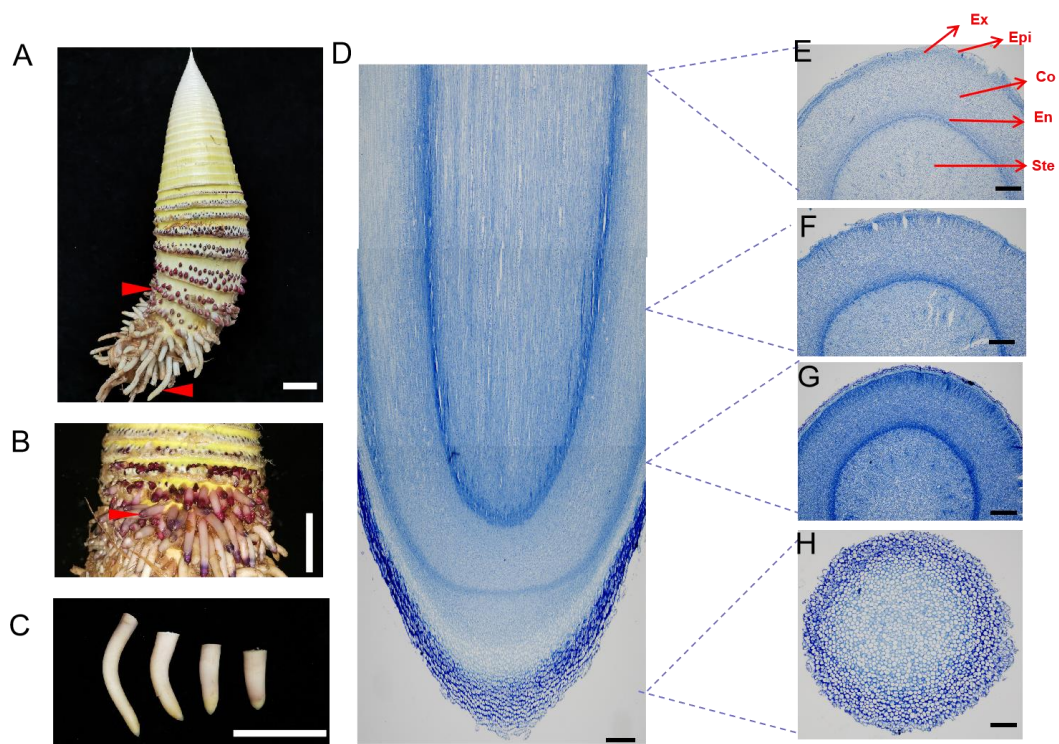

**Supplemental Fig. S1 Root tips in Moso bamboo basal root.**

(A-C) Basal roots of 50cm bamboo shoot. ► indicates basal root samples for scRNA-seq and in situ hybridization. Scale bars, 50mm. (D) Longitudinal section of basal root stained with toluidine blue. Scale bars, 300  $\mu$ m. (E-H) Cross sections of basal root stained with toluidine blue. E-H correspond to mature zone, elongation zone, meristem zone and root cap in d. Scale bars, 300  $\mu$ m. Epi: epidermis; Ex: exodermis; Co: cortex; En: Endodermis; Ste: stele.

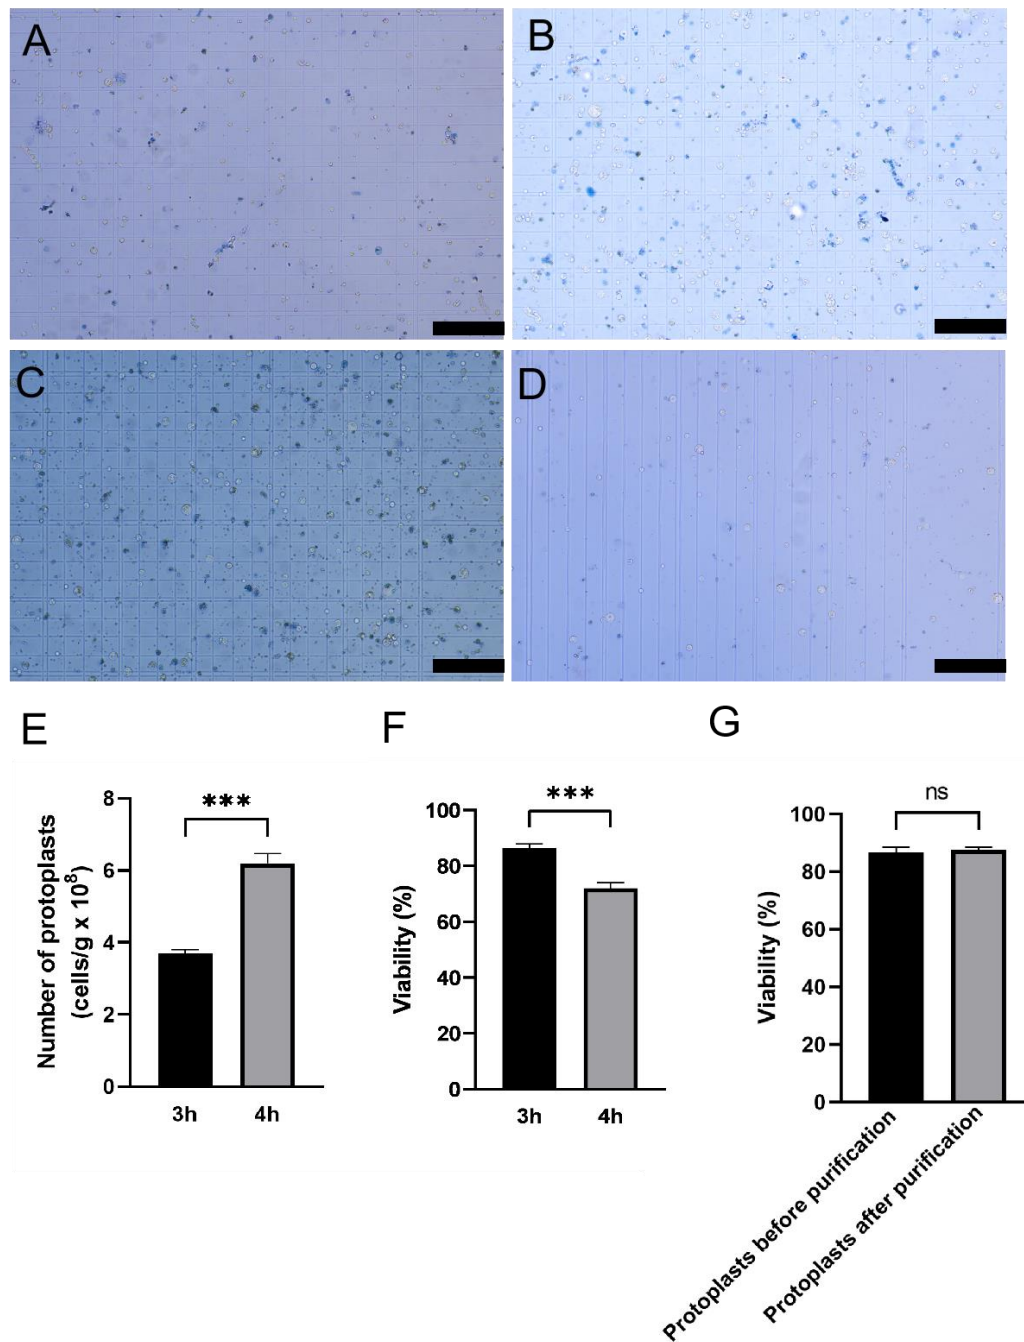

**Supplemental Fig. S2 Isolation and purification of protoplasts from Moso bamboo root.**

(A) Protoplasts incubated in enzyme solution for 3 h. (B) Protoplasts incubated in enzyme solution for 4 h. (C) Protoplasts before purification in 0.6 mannitol solution. (D) Protoplasts after purification in 0.6 mannitol solution. (E) Comparison of protoplast yield from different plasmolysis time. (F) Comparison of protoplasts viability from different plasmolysis time. (G) Comparison of protoplasts viability

between sucrose gradient centrifugation (Protoplasts after purification) and control group (Protoplasts before purification). Protoplasts purification was performed with sucrose gradient centrifugation at concentration of 20%, with the centrifugal speed of 50 g/min, and the centrifugal time of 1 min. Protoplasts viability was also evaluated by trypan blue exclusion. Protoplasts images were obtained using an ordinary optical microscopy with a 10 x magnification. Scale bars, 200  $\mu\text{m}$ .

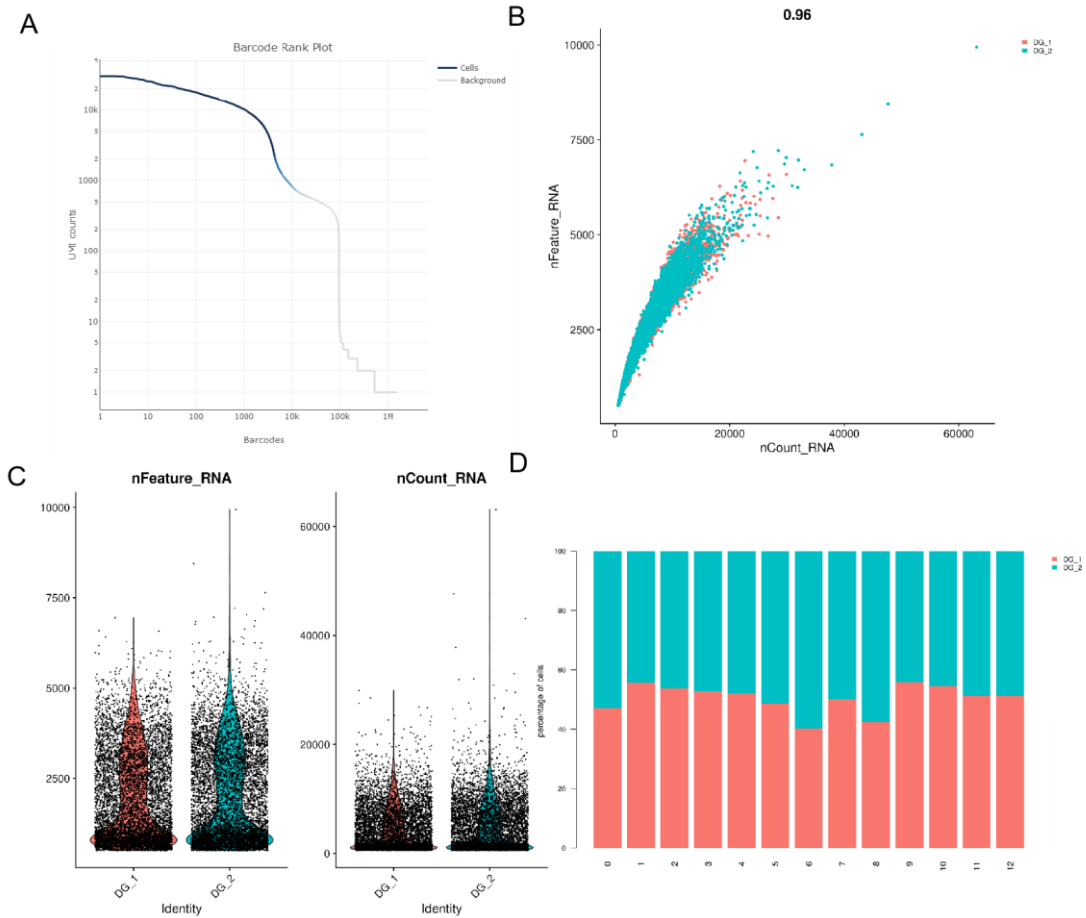

### Supplemental Fig. S3 Quality control and filtering of scRNA-seq Data.

(A) Effective cell identification diagram: The barcode corresponding to the blue line is the valid cell, The barcode corresponding to the blue line is the valid cell, and the gray line is the background noise. (B) The pearson correlation coefficient between the number of UMI and the number of genes in the filtered cells of the two samples is 0.96. (C) Distribution of basic information of two sample cells after filtering: Number distribution of genes detected in a single cell of two samples (left); Number distribution of UMI detected in single cell of two samples (right). (D) Percentage of two sample cells in each cluster.

A

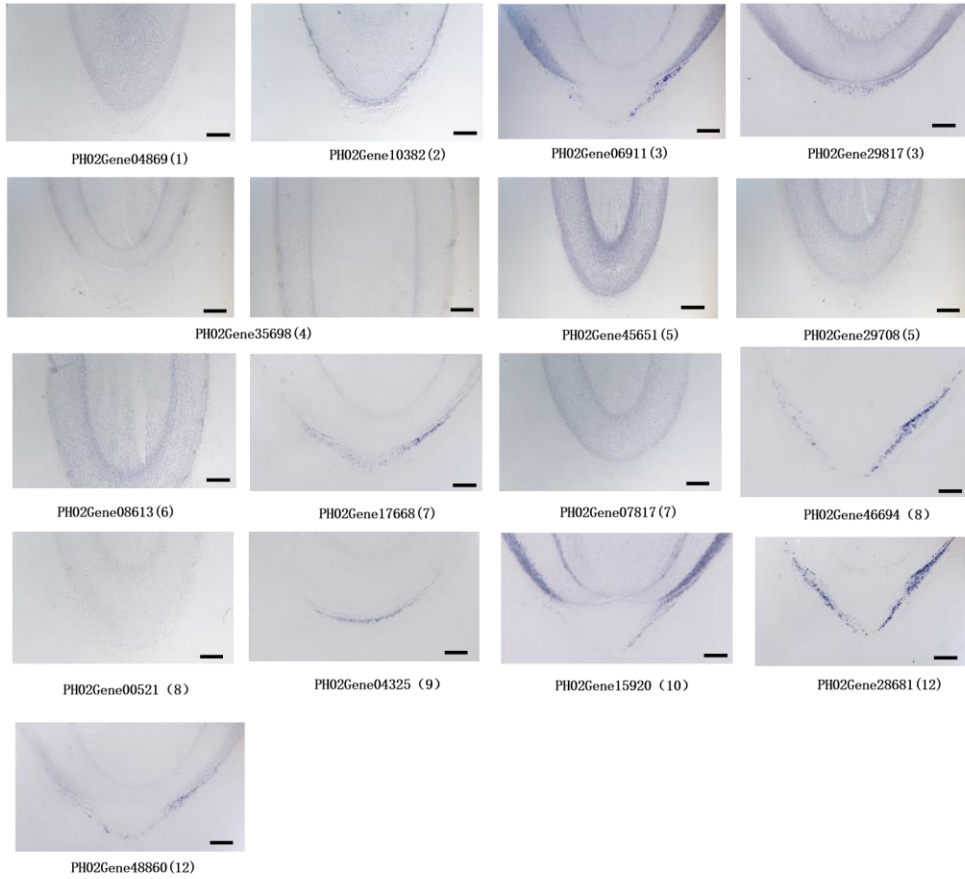

B

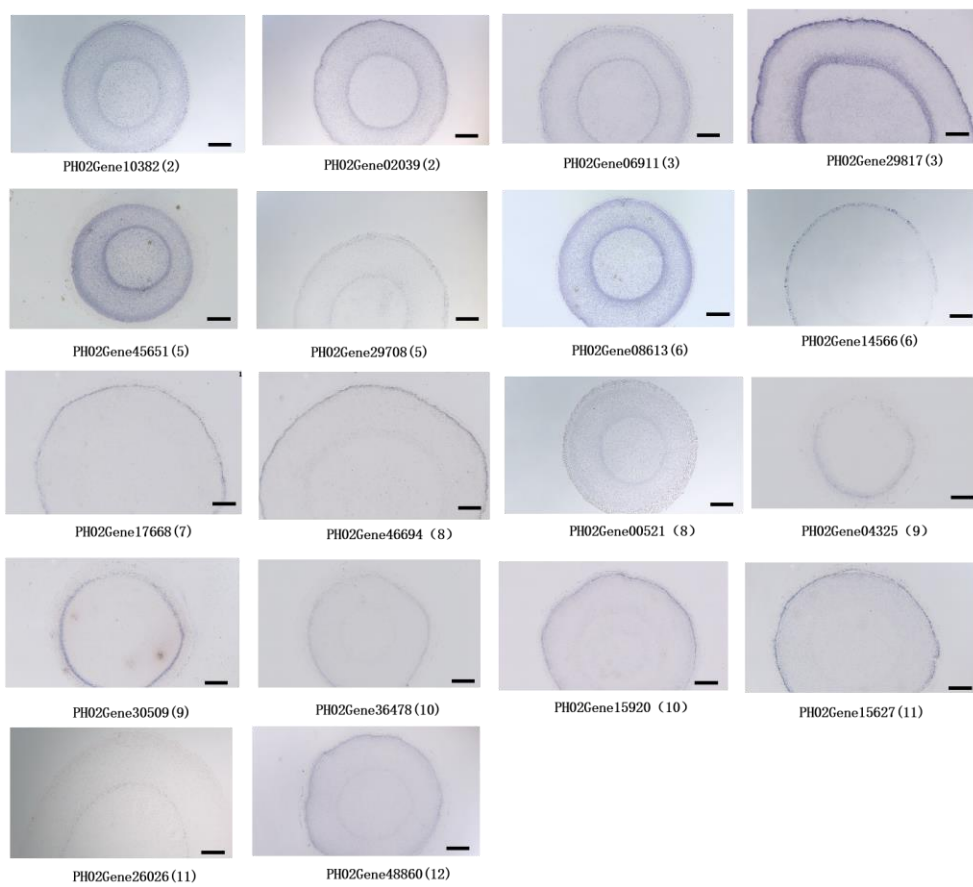

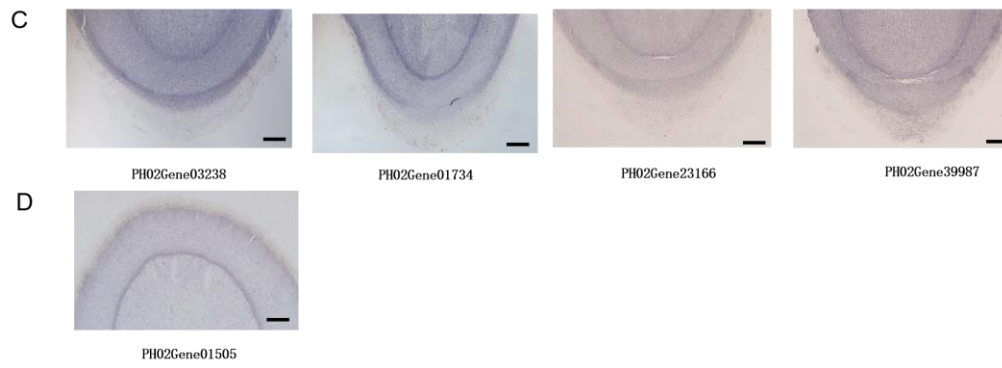

**Supplemental Fig. S4 *In situ* hybridization analysis of the cell-type Marker genes and orthologs genes.**

(A and B) *In situ* hybridization showing that *PH02Gene04869* belongs to 1 cell cluster, *PH02Gene10382* and *PH02Gene02039* belong to 2 cell cluster, *PH02Gene06911* and *PH02Gene29817* belong to 3 cell cluster; *PH02Gene35698* belongs to 4 cell cluster; *PH02Gene45651* and *PH02Gene29708* belong to 5 cell cluster; *PH02Gene08613* and *PH02Gene14566* belong to 6 cell cluster; *PH02Gene17668* and *PH02Gene07817* belong to 7 cell cluster; *PH02Gene46694* and *PH02Gene00521* belong to 8 cell cluster; *PH02Gene30509* and *PH02Gene04325* belong to 9 cell cluster; *PH02Gene36478* and *PH02Gene15920* belong to 10 cell cluster; *PH02Gene15627* and *PH02Gene26026* belong to 11 cell cluster; *PH02Gene28681* and *PH02Gene48860* belong to 12 cell cluster. Roots are longitudinally (A) or transversely (B) sectioned. Scale bars, 300  $\mu$ m.

(C and D) 5 representatives *in situ* hybridization of orthologs genes showing many *Arabidopsis* marker genes were not cell-type Marker gene in Moso bamboo. Roots are longitudinally (C) or transversely (D) sectioned. Scale bars, 300  $\mu$ m.

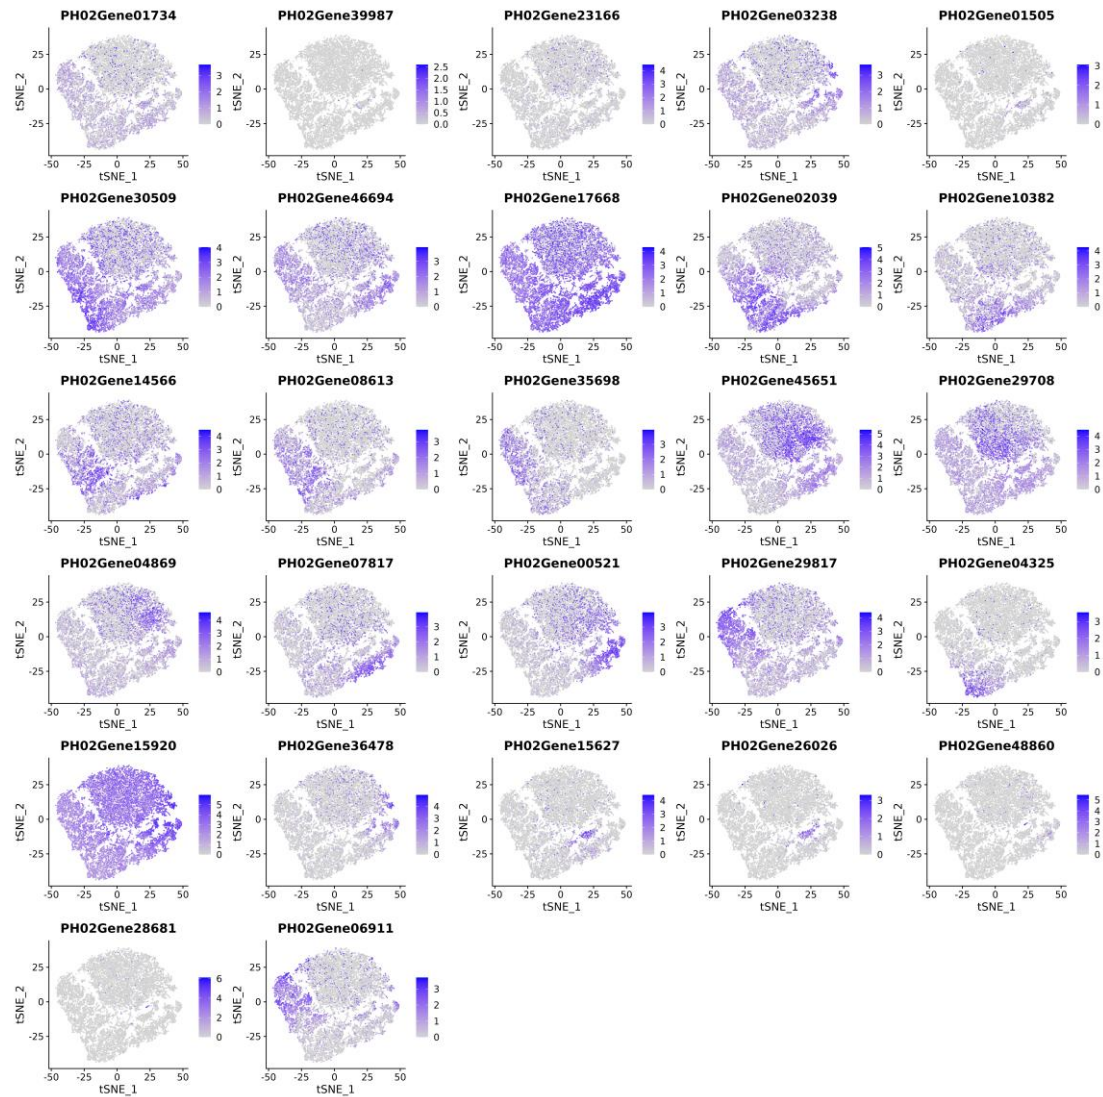

**Supplemental Fig. S5 T-SNE visualization of expression of representative cell-type marker genes and orthologs genes.**

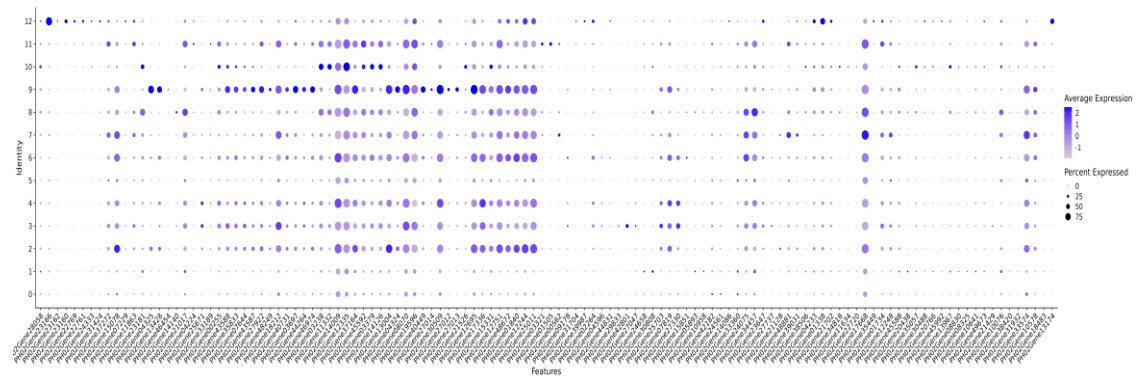

**Supplemental Fig. S6 Expression of selected Arabidopsis and rice orthologs genes in each cluster.** Dot diameter, proportion of cluster cells expressing a given gene; Colour bar, mean expression across cells in that cluster.

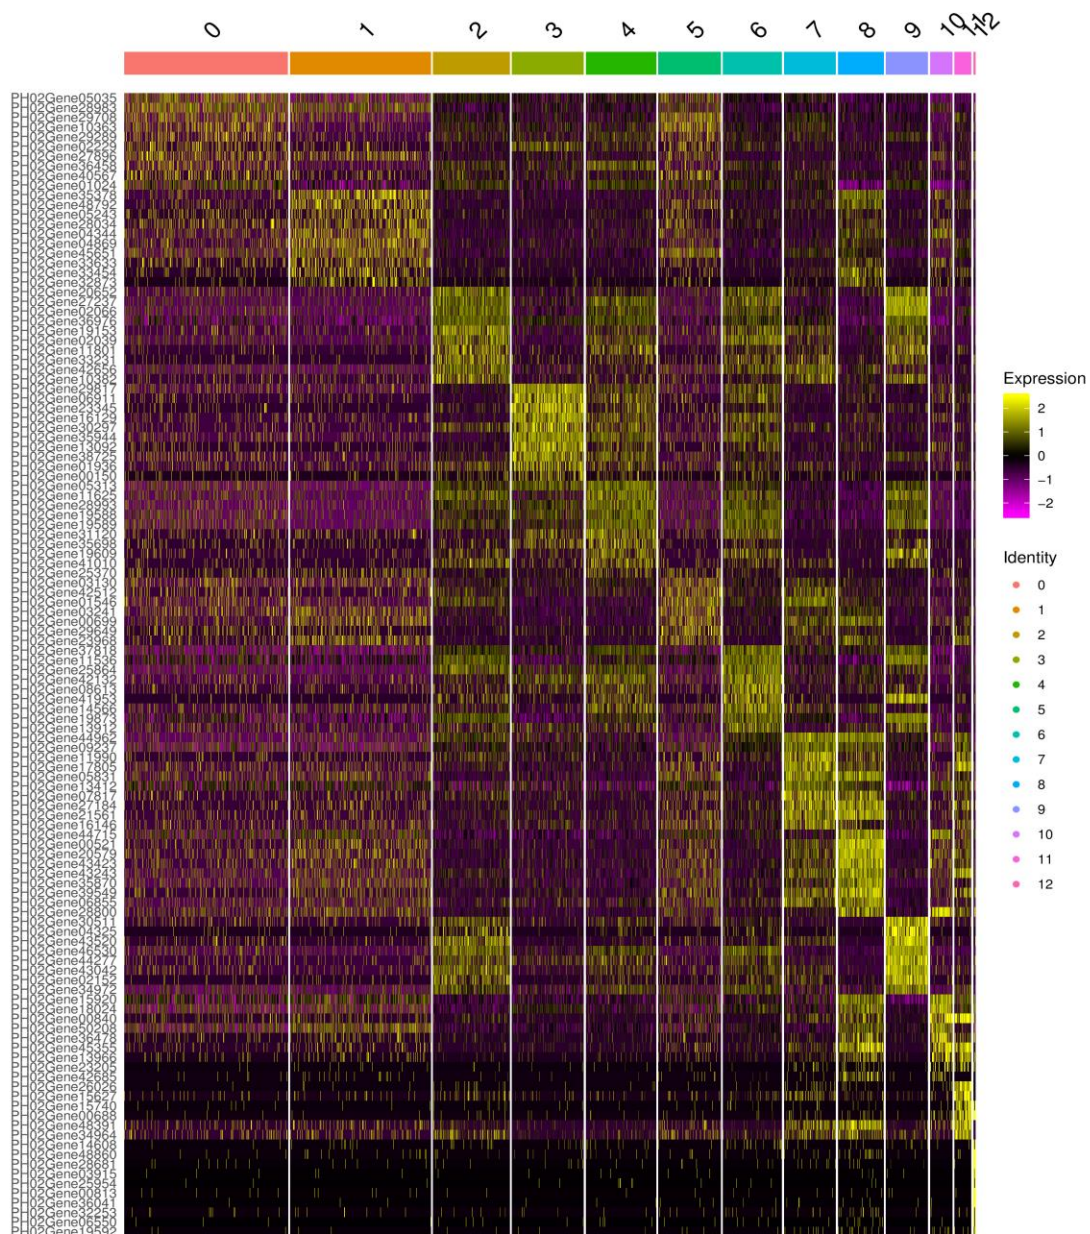

**Supplemental Fig. S7 Heatmap displaying expression of top 10 cell-type Marker genes in 13 cell clusters of Moso bamboo basal root. Colour bar indicate scaled expression level.**

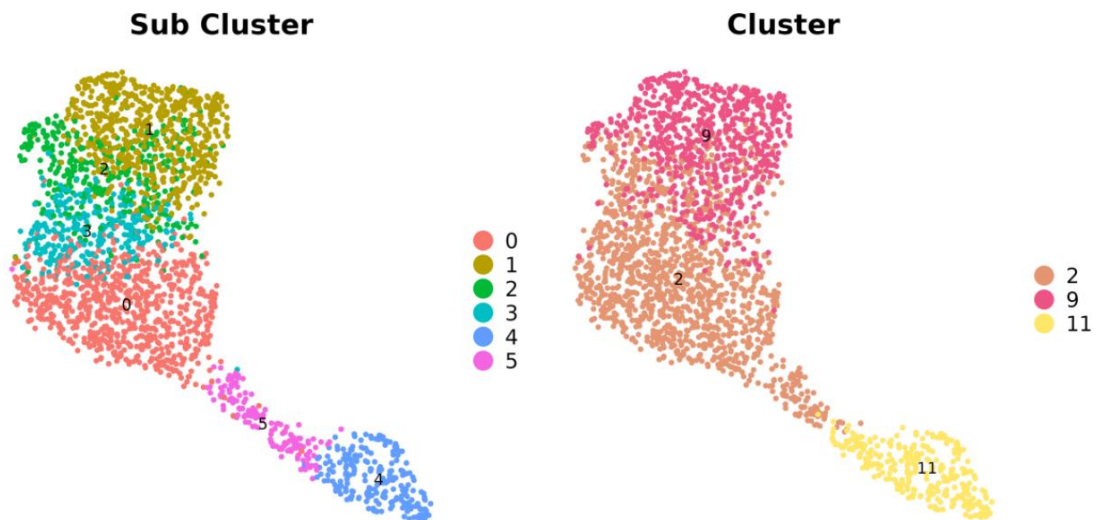

**Supplemental Fig. S8 UMAP projections showing the root cap cell populations (Clusters 9, 2, 11). 0 to 5, sub-cell clusters.**

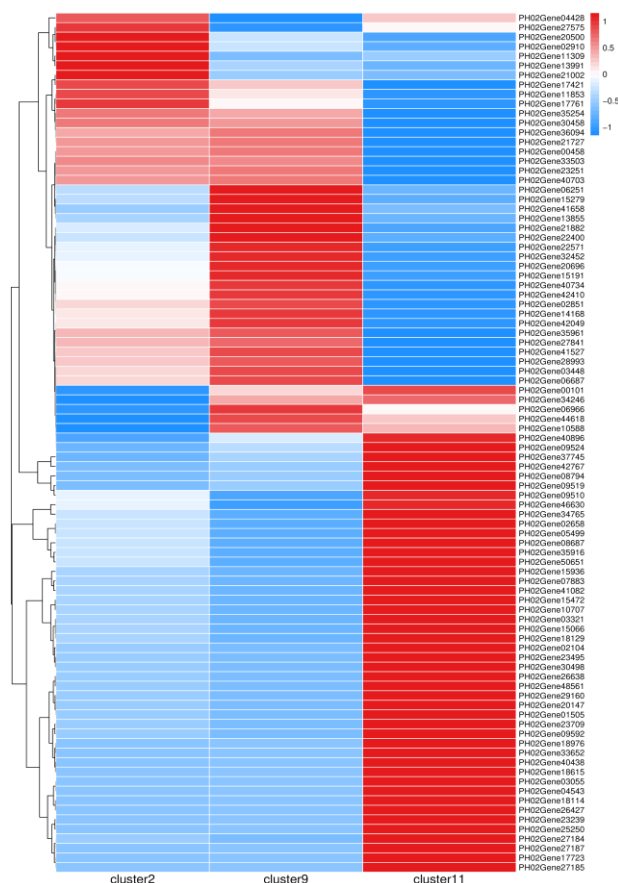

**Supplemental Fig. S9 Heatmap of representative TFs expression Level of Clusters 9, 2, 11 involved in plant hormone pathway.**

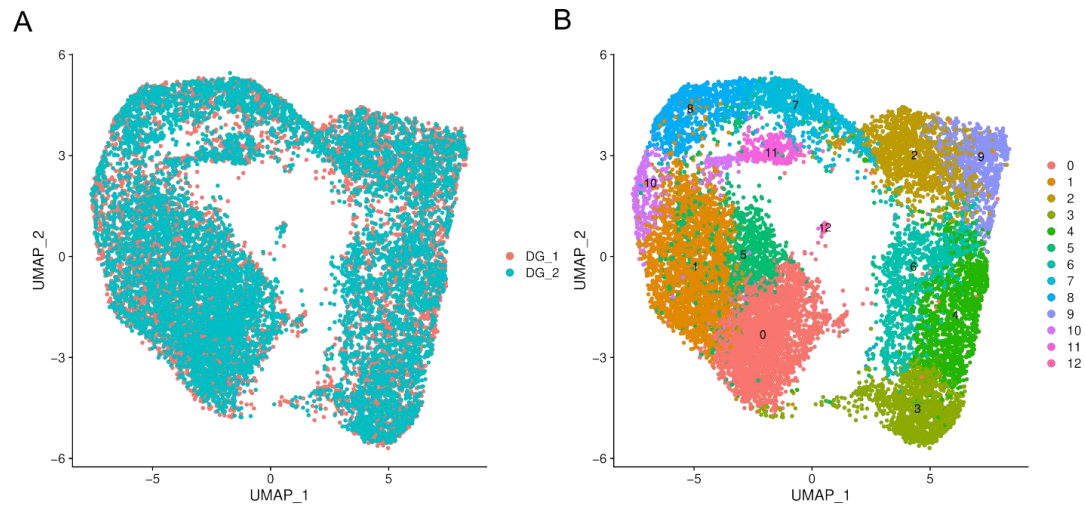

**Supplemental Fig. S10 UMAP visualization of two biological replicates (A) and 13 cell clusters (B) of Moso bamboo basal root.** Each dot denotes a single cell. Colors denote corresponding cell clusters as in Figure 1A.

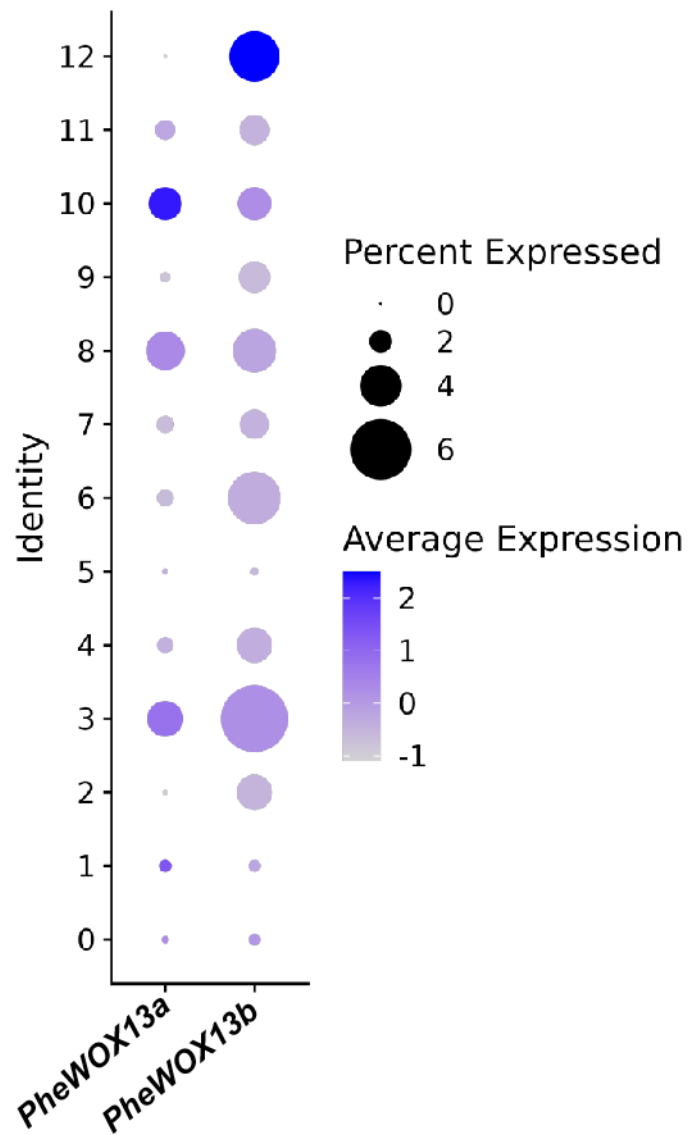

**Supplemental Fig. S11** Dot plots representing scRNA-seq analysis showing expression of *PheWOX13a* and *PheWOX13b* in all cell clusters.

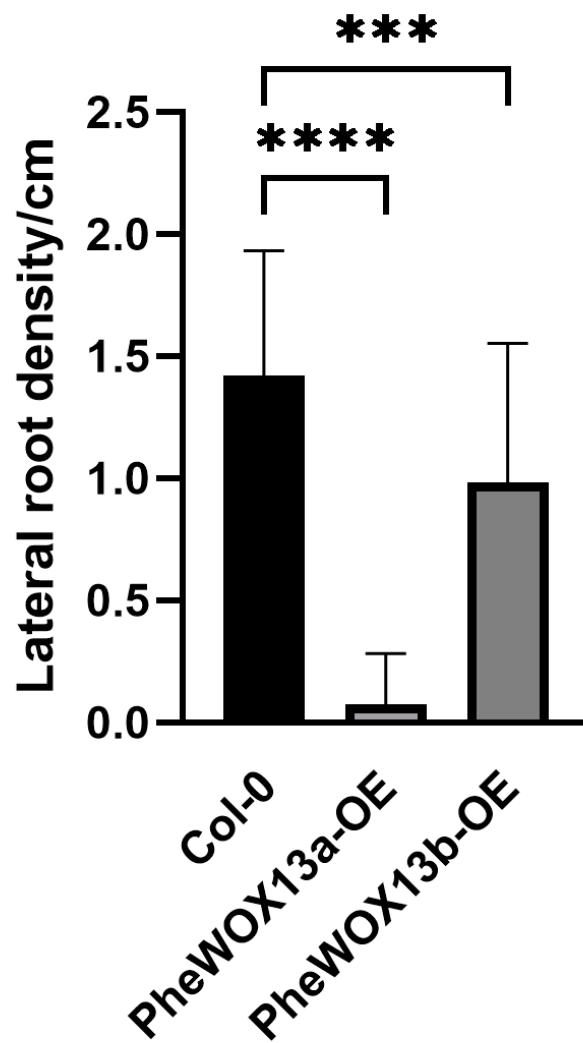

**Supplemental Fig. S12 Lateral root densities in Figure 5A.** Col-0, Wild type; *PheWOX13a*-OE and *PheWOX13b*-OE, Overexpression of *PheWOX13a* and *PheWOX13b* in Col-0. Data are means  $\pm$  SE (n =30 roots).

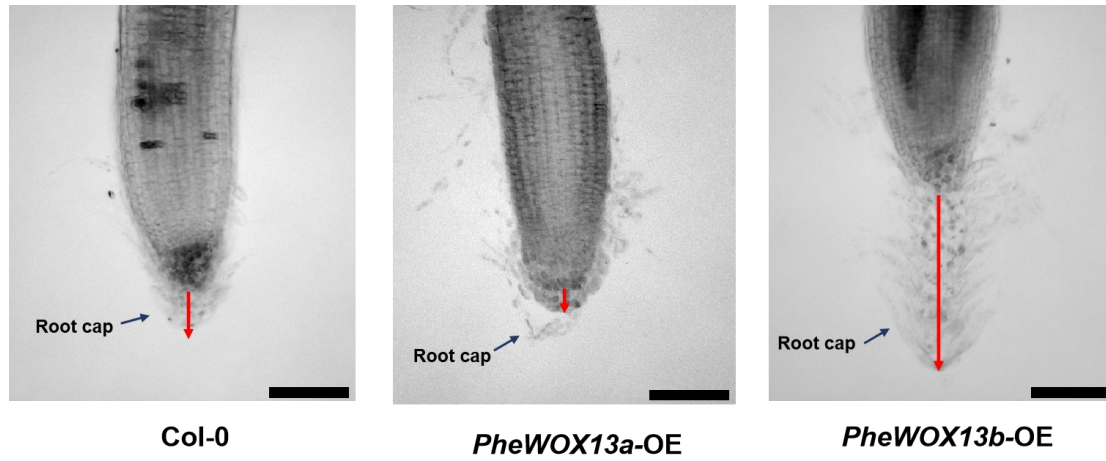

**Supplemental Fig. S13 Structures of primary roots in Figure 5A.** Col-0, Wild type; *PheWOX13a*-OE and *PheWOX13b*-OE, Overexpression of *PheWOX13a* and *PheWOX13b* in Col-0. ↓ Indicates the location of root cap. Scale bars, 100  $\mu$ m.

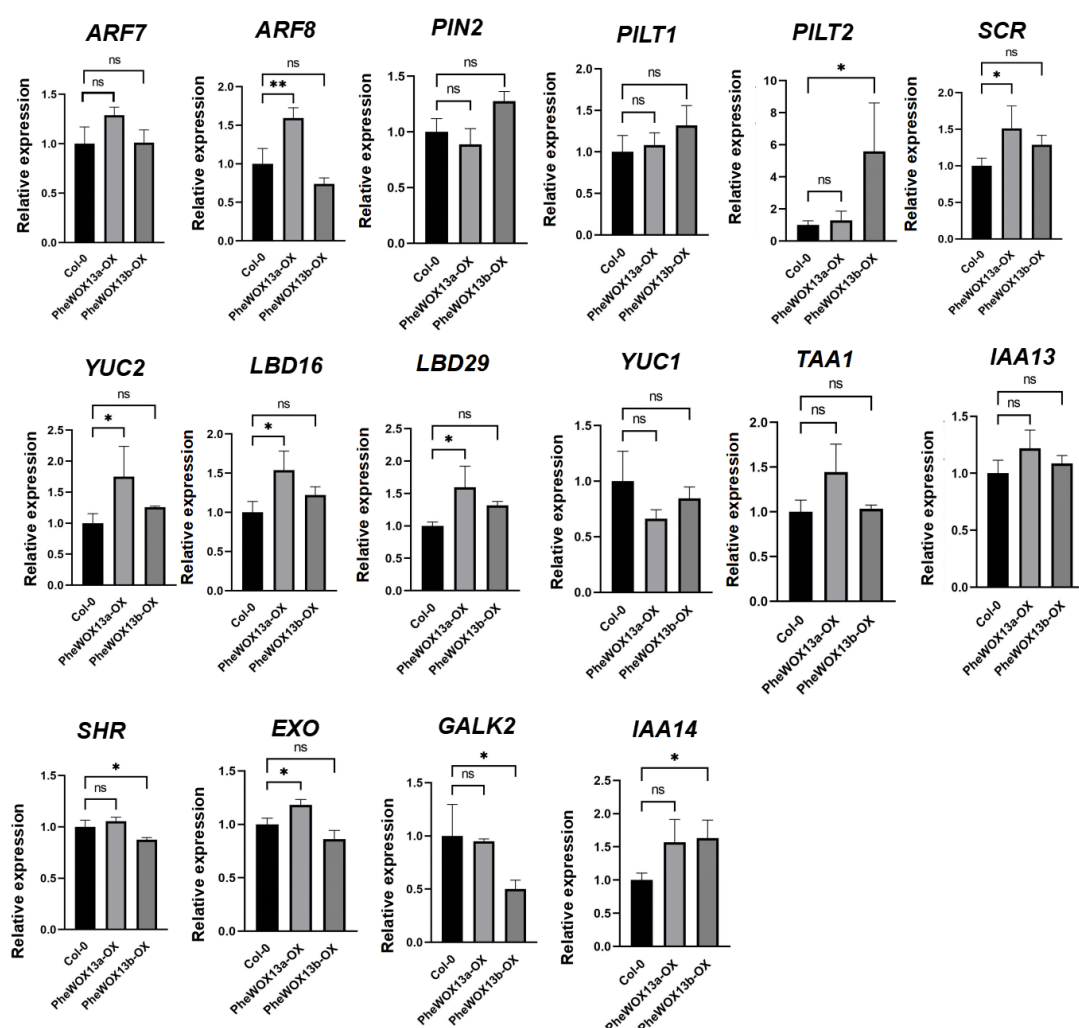

**Supplemental Fig. S14 Relative expression levels of genes related to roots and lateral roots development in Col-0, *PheWOX13a*-OE and *PheWOX13b*-OE.**

Col-0, Wild type; *PheWOX13a*-OE and *PheWOX13b*-OE, Overexpression of *PheWOX13a* and *PheWOX13b* in Col-0. Actin 2 served as the reference gene. Data are means  $\pm$  SE (n = 3). Asterisks indicate a statistically significant difference between Col-0 and transgenic plants (T-test, \*P < 0.05, \*\*P < 0.01, \*\*\*P < 0.0001, ns, No significant difference)

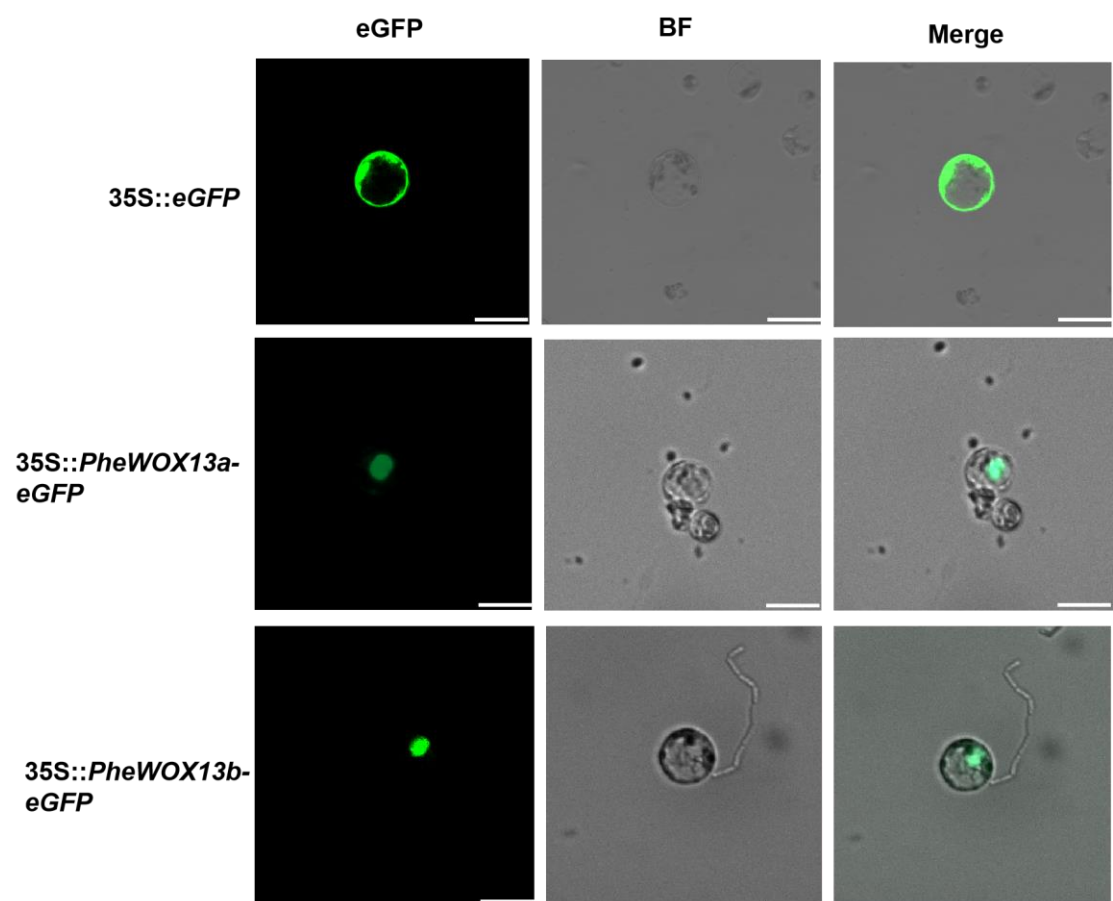

**Supplemental Fig. S15 Subcellular localization of PheWOX13a-eGFP and PheWOX13b-eGFP in protoplasts of Moso bamboo leaves.** eGFP, eGFP fluorescence; BF, bright field; Merge, merge of eGFP and BF images. Bars = 25  $\mu$ m.

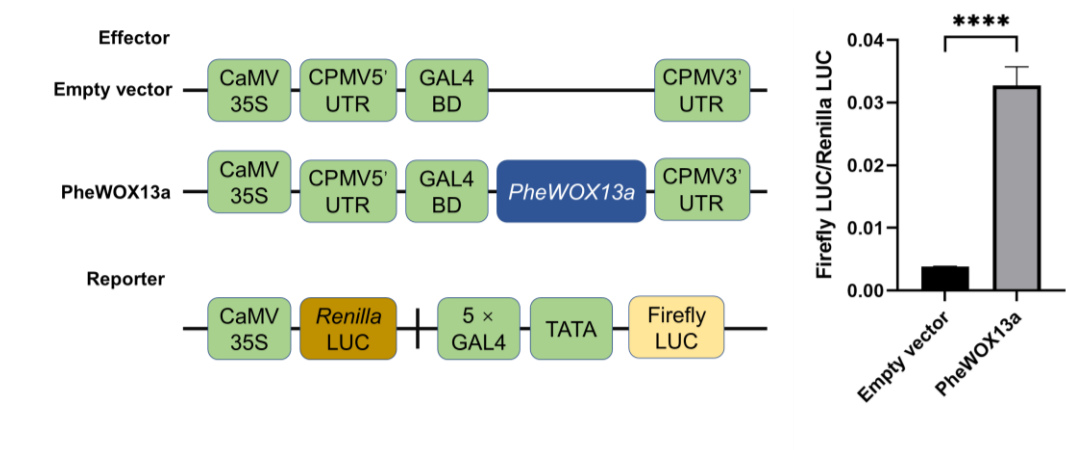

**Supplemental Fig. S16 Transcription activation analysis of PheWOX13a in *Nicotiana benthamiana* leaves.** Data are means  $\pm$  SE (n = 3). Student's t test was used to identify significant differences compared to the empty vector control (\*\*\*\*P < 0.0001).

How the deposited data were processed for this re-analysis (not part of the article)

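Single-cell RNA-seq data came from protoplasts of moso bamboo basal root tips, in 2 biological replicates of the same condition, each captured as a droplet library of its own. The authors made the deposited files with Cell Ranger, which demultiplexed the cell barcodes, aligned the reads to the moso bamboo genome with STAR and counted UMIs per gene and barcode. The values are these counts, whole numbers of UMIs without normalization, and the authors' filter on genes, UMIs and mitochondrial expression had not been applied to them. A UMI marks an original transcript, so PCR copies do not add to a count, but counts of cells with few UMIs miss genes of low expression. Replicate 1 held 7668 barcodes and replicate 2 held 7656, which are the captured cells.

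Cells with more than 500 genes and more than 500 UMIs were kept, 7653 in replicate 1 with a median of 3130 UMIs and 7651 in replicate 2 with a median of 3565 UMIs. The mitochondrial filter of the methods (under 25% of expression) was not used, since the gene identifiers do not name mitochondrial genes. Seurat 5.3.0 (R 4.3.3) merged both replicates without integration, log-normalized the counts and selected 2000 variable genes. It clustered the cells on 20 principal components at a resolution of 0.8, both values as given in the paper. The 42 genes named by the study were taken out of the variable genes beforehand, of which 28 would otherwise have been among them. Each cluster of the paper was given the re-derived cluster with the highest mean z-score of log2 CPM (pseudocount 1) over its markers, and several clusters of the paper could take the same re-derived cluster. The markers were fixed before the data were examined, and this score was chosen afterwards. Clusters are called by the paper's number throughout and no cell type was assigned anew.

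Scrublet was run through scanpy 1.11.5 with an expected doublet rate of 6%. Its automatic threshold, 0.647 in replicate 1 and 0.641 in replicate 2, lay above the highest score, 0.582 and 0.405. No cell could therefore be called, so the lack of calls does not show that doublets were absent. Doublets were not removed. For expression levels, UMIs were summed per cluster and replicate and divided by their total to give CPM. Differences between clusters were tested with edgeR 4.0.16 (quasi-likelihood test, TMM normalization, filterByExpr, no replicate block) on the 28 sums of all clusters in 1 fit, with Benjamini-Hochberg adjustment over 22687 genes and a threshold of 0.05. The common biological coefficient of variation was 0.062, which describes 2 libraries and not the spread over many plants. Shares of cells with a UMI were taken after thinning each cell to 500 UMIs, which all kept cells reach. The neighbour graph (15 neighbours) and diffusion pseudotime (10 diffusion components) were computed with scanpy in each replicate alone, in place of Monocle 2, which was not used here. Other steps used numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, Matrix 1.6.5 and Python 3.11.15.

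The edgeR step was tested on simulated data for the comparison of Cluster 10 with Clusters 0, 1 and 5. Of 200 genes above 20 CPM changed 4-fold, it recovered 178 (89%), with 6 false calls among 184, over 18969 genes. Of 200 genes above 5 CPM changed 2-fold, it recovered 51 (25.5%), with 1 false call among 52, over 19017 genes. Smaller changes of low genes in the sums of the 227 cells of matched Cluster 10 can therefore be missed. The rule for genes at least 2-fold over the second cluster found 200 of 200 simulated genes raised 4-fold in 1 cluster, among 5000, and no other gene. It was not tested on smaller changes, and only genes of higher expression were raised. The simulation therefore shows little about how the rule treats genes with few UMIs.

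Genes were named by a rule set before the data were examined, namely every gene that the text, the legends or Supplementary Data Table S5 give by its identifier, the genes that Table S4 describes as NAC 29 or NAC 48, the 3 largest and 3 smallest differences of the list of TFs in Table S7, and the orthologs of Table S2 that pass the 2-fold rule. PH02Gene22100 was added later, as were the genes of the clusters without a match. Of the 38 orthologs that passed, those named in the text are examples. The marker orthologs were set against 10000 random gene lists, drawn within 200 ranks of mean expression on either side.

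The same replicate number in different clusters marks the same library, so the numbers pair the sums by construction. Deviations of same-numbered sums from their cluster means had a median correlation of 0.006 over 91 pairs of clusters, from -0.023 to 0.051, with 0 pairs over 0.1. The alternatives tried were a minimum of 200 genes per cell, resolutions of 0.6 and 1.0, 30 principal components, the named genes included, only cells with at least 2000 UMIs, every cell thinned to 500 UMIs before clustering, matching by the TF means of Table S7, each replicate left out, a replicate block, DESeq2 1.42.0 in place of edgeR, no filter on low counts, detection limits of 5%, a 1.5-fold rule, 30 neighbours and 5 diffusion components. For a single replicate, log2 fold changes were computed with a prior count of 2. The WOX13 genes were not analysed here, because no table used here ties their names to gene identifiers. In situ hybridization, GO terms, protein interactions and the marker lists of Tables S3, S4 and S6, which were read only in part, were not recomputed.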

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

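The tests on the clusters without a match in the paper were chosen after their results were seen, and the test on PH02Gene42801 was set before.

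The smaller of the clusters that matched none of the paper's clusters held 116 cells, 60 of replicate 1 and 56 of replicate 2, with medians of 1598 and 1654 UMIs. It stood out by a signal outside the genes that the paper discusses, with 27 genes at 100 CPM or more and at least 2-fold over every other cluster in both replicates. The largest folds, named after their values were seen, were those of PH02Gene18583 (377 and 328 CPM in replicates 1 and 2, at most 2.25 CPM in another cluster), PH02Gene29832 (1354 and 1126 CPM, at most 11.2 CPM) and PH02Gene14559 (1848 and 1731 CPM, at most 16.5 CPM). RNA of the other clusters mixed in these droplets would leave no such genes, and the 27 genes argue against it as the whole explanation. Doublets of cells of the other clusters would hold at most the CPM of their higher part, so the same 27 genes argue against these as well. Both libraries contributed, so the cluster is not the product of a single library. Depth is low, but low depth does not raise a gene over every other cluster. Doublets with a cell type found in no other cluster stay open. A cell type was not tested, since the data comprise 1 tissue and condition, so the biological explanation stays open as a hypothesis. The paper does not report this cluster.

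PH02Gene42801, which Supplementary Data Table S2 lists as the ortholog of AT3G20840 (PLT1), had 180.3 CPM in matched Cluster 3, an undefined cluster in the paper, against 16.95 CPM in the next cluster. It stood out because the paper names no cell type for that cluster and does not discuss the gene there. If a few cells of 1 replicate carried most of its UMIs, under 10% of the cells would have one in a replicate, but 68.2% of the cells of matched Cluster 3 in replicate 1 and 67.06% in replicate 2 did, or 345 cells, against 2.31% of the remaining cells. These shares are at the depth as deposited, and the median of matched Cluster 3 was 7546.5 UMIs per cell. After thinning, the highest share in any cluster was 8.04%. The ortholog of AT1G51190 (PLT2), PH02Gene29833, was highest in the same cluster, with 15.5 CPM against 6.99 CPM. Depth differences between clusters do not enter CPM, and reads shared between paralogs were not tested, so a common origin of these 2 signals stays open. No biological explanation was tested.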

How the results depend on the processing

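Chosen after the data were seen were the removal of the 6% of cells with the highest Scrublet scores, the shares without thinning, the score that matched the clusters and the differences that summarise an order. The planned removal of doublets called by Scrublet gave no value, since no cell was called.

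The number of cells passing the filter was from 7651 to 7653 across the 2 runs that each left out one replicate, which have fewer cells by construction. Clusters numbered from 11 to 17. Orthologs under the detection limit numbered 46 without thinning, where deep cells detect more genes, and from 86 to 131 otherwise. Orthologs at least 2-fold over the second cluster numbered 58 at 1.5-fold, a looser rule, 22 at a resolution of 0.6 and 24 with only cells of at least 2000 UMIs, and the cause of the last 2 was not tested. The 3 epidermis genes and, over root cap pseudotime, PH02Gene38077, PH02Gene41953 and PH02Gene31767 kept their direction and threshold in all alternatives tested, while PH02Gene11309, given below, did not.

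Values of the root cap order: lower of the edge ratios 9 to 2 and 2 to 11, minus the edge ratio 9 to 11, were 0.0632 as reported, 0.0818 with 30 neighbours, 0.0465 with the named genes included, 0.0727 with only cells of at least 2000 UMIs and 0.0902 with every cell thinned before clustering. Values of the root cap pseudotime: median of Cluster 11 minus that of Cluster 2 were 0.596 as reported, 0.522 thinned and 0.509 without replicate 2. Neither was available at a resolution of 0.6, with 30 PCs or without replicate 1, where Clusters 9 and 2 matched the same cells. The direction held in the other alternatives and the cause of the changes was not tested.

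Values of the epidermis origin: edge ratio 9 to 6 minus edge ratio 2 to 6 were -0.00568 as reported, within the spread of the replicates, -0.0375 with only cells of at least 2000 UMIs and -0.111 thinned. In replicates 1 and 2 this difference was 0.0128 and 0.0043 with the named genes included, and 0.0184 and 0.0043 without the 6% of cells, so that its sign depends on the setting. Values of the epidermis pseudotime: median of Cluster 6 minus that of Cluster 2 were 0.130 as reported, 0.0991 with the named genes included, 0.110 with only cells of at least 2000 UMIs and 0.0771 thinned. The same settings as above gave none, and the cause was not tested.

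Values of the ground tissue order: edge ratio 10 to 1 minus edge ratio 10 to 0 were 0.275 as reported, 0.0421 at a resolution of 1.0, 0.127 with 30 PCs and from 0.104 to 0.111 across the 2 runs that each left out one replicate. Values of the ground tissue pseudotime: median of Cluster 0 minus that of Cluster 1 were 0.0525 as reported, 0.0846 at a resolution of 0.6, 0.192 at a resolution of 1.0, 0.0329 with the named genes included, 0.0742 without the 6% of cells, 0.0147 thinned and from 0.0485 to 0.109 across the 2 runs that each left out one replicate. Cells of at least 2000 UMIs gave neither, as Clusters 0 and 1 then matched the same cells. Clusters 8 and 10 matched the same cells at resolutions of 0.6 and 1.0, with 30 PCs, with at least 2000 UMIs, thinned and without either replicate, and apart from this the cause was not tested.

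PH02Gene11309 reversed where Clusters 9 and 2 matched the same cells. The value of PH02Gene11309, Cluster 11 vs Cluster 9 was -0.91 at a resolution of 0.6, -0.86 with 30 PCs and from -1.44 to 0.99 across the 2 runs that each left out one replicate, and at 0.13 (adjusted p = 0.389, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the highest of its 11 alternatives) it lost the threshold with thinned cells. The value of root cap: Spearman correlation of PH02Gene11309 with pseudotime was -0.291, -0.245 and from -0.246 to 0.257 in these settings. Rice orthologs with the same highest subcluster in both replicates numbered 1 at a resolution of 0.6 and 5 at a resolution of 1.0 and with 30 PCs, and the cause was not tested.

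AUX/IAA and ARF genes lower in Cluster 10 numbered 0 with DESeq2, at resolutions of 0.6 and 1.0, with 30 PCs, with at least 2000 UMIs and thinned, with 0 at an unadjusted p under 0.05 as well, and 1 with the named genes included. TFs of the other families higher in Cluster 10 numbered 30 at resolutions of 0.6 and 1.0 and with at least 2000 UMIs and 26 with 30 PCs, and those lower numbered 9, 11, 5 and 13. In these 4 settings Cluster 10 was not separate from Cluster 8.

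With a replicate block, 13 auxin genes were higher and 2 lower, and 15 other TFs were higher and 23 lower, the added gene being of the GRAS family. With p values adjusted over the list alone, 17 were higher and 24 lower, against 16 and 23 without the block. Over all genes tested between Cluster 10 and Clusters 0, 1 and 5, 3247 were higher and 3784 lower, against 3194 and 3706. The block changed the call of none of the 63 single-gene results. Over 63 single-gene results and 11 alternatives, 670 of 675 values kept direction and threshold, 1 lost the threshold, 2 gained it (PH02Gene33943 in Cluster 12) and 2 reversed, as given. With a replicate left out, 84 of 117 values moved by more than 1 SD and 1 reversed. Depth limits matched Cluster 12 most, whose 41 cells gave 56749 UMIs in the smallest sum.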

Differences from the paper's values

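The 15304 cells kept here exceed the filtered total of the paper, so cells that the paper removed are included. Whether such cells form the clusters without a match was not tested. Levels of named TFs were set beside the means in Supplementary Data Table S7, both as mean counts per 10000 of a cell's UMIs.

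For PH02Gene11309 in Cluster 5, the paper's value is 8.95 and the re-derived value is 5.84, in the cells matched to Clusters 1 and 5. Of the alternatives set before the data were examined, resolutions of 0.6 (7.11) and 1.0 (6.72), 30 PCs (6.47), the named genes included (6.62), only cells with at least 2000 UMIs (7.21) and matching by the TF means of Table S7 (7.01) brought the value within 1.5 times of the paper's. Thinning every cell before clustering (5.90) did not. Removal of the 6% of cells with the highest Scrublet scores, chosen after seeing the values, gave 7.26 and also closed the gap. Other values then differed from the paper's by more than 1.5 times in all of these planned settings. In Cluster 5, PH02Gene31767 was 14.6 at a resolution of 1.0 and 15.0 with the named genes included, against the paper's 9.26. PH02Gene33943 there was 3.83 with the named genes included and 1.48 with matching by Table S7, against the paper's 2.37. PH02Gene11309 in Cluster 10, which then matched the same cells as Cluster 8, was 4.64 at a resolution of 0.6, 4.56 with 30 PCs and 5.68 with at least 2000 UMIs, against the paper's 2.92. With at least 2000 UMIs, Clusters 0, 1 and 5 also matched the same cells.

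For PH02Gene33943 in Cluster 10, the paper's value is 1.80 and the re-derived value is 1.07. A resolution of 1.0 (2.67), the named genes included (1.23) and thinning before clustering (2.18) closed the gap. At a resolution of 1.0 and after thinning, however, Clusters 8 and 10 matched the same cells, so that these values are of both clusters together. With the named genes included, Cluster 10 stayed separate. Thinning raised PH02Gene33943 in Cluster 5 from 2.80 to 4.43, against the paper's 2.37. A resolution of 0.6 (2.97), 30 PCs (2.95), only cells with at least 2000 UMIs (3.398), matching by Table S7 (1.07) and the removal of the 6% of cells, chosen after seeing the values (1.03), did not.

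Of the 28 pairs of a marker gene and a cluster, 24 had their highest CPM in the matched cluster in both replicates, a number largely set by the matching, which used these genes. The paper places PH02Gene06911 in Cluster 3, and here it was highest in matched Cluster 4, with 513 and 531 CPM against 369 and 362 CPM in matched Cluster 3. It was highest in the cells matched to Cluster 3 at a resolution of 1.0, with the named genes included, with only cells of at least 2000 UMIs, with every cell thinned before clustering and without replicate 2. Of the other markers of Cluster 3, PH02Gene29817 and PH02Gene23345 were then not highest there at a resolution of 1.0 and with at least 2000 UMIs, nor was PH02Gene23345 with the named genes included. PH02Gene41010 is placed in Cluster 4 and was highest in matched Cluster 2, with 439 and 545 CPM against 427 and 476 CPM. In the same settings, with 30 PCs and without replicate 1, it was highest in the cells matched to Cluster 4, while PH02Gene35698, the other marker of Cluster 4, was not at a resolution of 1.0. PH02Gene29708 is placed in Cluster 5 and was highest in matched Cluster 0, with 888 and 861 CPM against 642 and 631 CPM. Matching by the TF means of Table S7 assigns Cluster 5 to the cells of matched Cluster 0 (root mean square log2 difference 0.327 against 0.515), so that this difference disappears, but PH02Gene45651 is then not highest in the cells of Cluster 5. PH02Gene29708 was highest, and PH02Gene45651 was not, in the cells matched to Cluster 5 at a resolution of 0.6, without replicate 1 and without the 6% of cells, chosen after seeing the values. With only cells of at least 2000 UMIs, where Clusters 0, 1 and 5 matched the same cells, both genes were highest in the cells of Cluster 5. In the results, the paper places PH02Gene45651 in Cluster 0, while the legend of the marker figure places it in Cluster 5. It was highest in matched Cluster 1, whose cells also matched Cluster 5, with 2928 CPM against 1173 CPM in matched Cluster 0. PH02Gene46694, placed in Cluster 8, was highest there in replicate 2 only, and in both replicates at resolutions of 0.6 and 1.0, with the named genes included and with only cells of at least 2000 UMIs, in all of which but that with the named genes Cluster 8 matched the same cells as Cluster 10.

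From in situ hybridization, the paper describes 4 root cap genes as slightly expressed in few epidermis cells. Staining of tissue and shares of cells with a UMI are unlike measures, so the shares given here cannot test that description. Of the 4 genes, 3 had shares of thinned cells in matched Cluster 6 at or below those in matched Cluster 0. Matched Cluster 0 was not shown to hold only background. PH02Gene17668 was detected in 46.9% of the thinned cells of matched Cluster 6 and in 35.9% of those of matched Cluster 0. The paper describes NAC48 as high in the root cap. PH02Gene33943, which Table S4 describes as NAC 48-like, was high in matched Clusters 7 and 8, and also in matched Cluster 1 of the ground tissues. It was lower in matched Cluster 2 when tested against all other clusters together, with a log2 fold change of -1.09. The paper places the AP2/ERF and WRKY families in Clusters 0, 1 and 5. Of the 46 TFs outside the auxin families, 22 were lower and 15 higher in matched Cluster 10, against 18 and 18 with DESeq2. Of the 11 AP2/ERF-ERF genes, 4 were lower and 5 higher, against 2 and 6 with DESeq2. Of the 5 WRKY genes, 2 were lower and 3 higher, against 1 and 3 with DESeq2. With only cells of at least 2000 UMIs or at resolutions of 0.6 and 1.0, where Clusters 8 and 10 matched the same cells, 30 of the 46 were higher in Cluster 10.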

Other observations

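Among the tests given here, those on the mixture of RNA in the larger cluster without a match, on free RNA in matched Clusters 0 and 1, on UMI depth around matched Cluster 10 and on vascular genes were chosen after the result was seen.

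The larger of the clusters that matched none of the paper's clusters held 688 cells, 182 of replicate 1 and 506 of replicate 2, so that 73.55% came from replicate 2. It had 0 genes at 100 CPM or more and at least 2-fold over every other cluster in both replicates, but matched Cluster 4 also had 0 and matched Cluster 0 had 1, so this number does not set it apart. A mixture of the deep clusters gave its expression with a correlation across 7365 genes of 0.9928, above the 0.622 to 0.973 of the other clusters, and genes are not independent replicates. From this correlation, its profile may be RNA of the other clusters mixed in these droplets. Whether the mixture comes from doublets cannot be told apart from other sources, since the median Scrublet score was 0.122 against 0.0698 for the remaining cells, but the median of 3320 UMIs per cell lay below the 4698 of the lowest deep cluster in a replicate. No biological explanation was tested.

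Matched Clusters 0 and 1 had the lowest numbers of UMIs per cell. Free RNA from the deep clusters would bring no genes of its own, but 61 genes of matched Cluster 0 and 163 genes of matched Cluster 1 were at 100 CPM or more and at least 2-fold over every deep cluster in both replicates. This argues against free RNA as the whole content of these droplets, while a contribution of it stays open. No biological explanation was tested.

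More orthologs of Supplementary Data Table S2 peaked at least 2-fold in 1 cluster than random lists matched on expression. Counting noise among genes with few UMIs would remove the excess among the orthologs above the median expression of the list, but 16 of these 84 peaked in this way, against a median of 3 in random lists and 0 to 6 in 95% of them. The list was made of marker genes of other species, and no biological explanation was tested.

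Matched Cluster 10 had its highest ratio of observed to expected neighbour-graph edges to matched Cluster 8, a root cap cluster in the paper, with 0.968 in replicate 1 and 1.07 in replicate 2. The ratios were 0.508 and 0.873 to matched Cluster 1 and 0.116 and 0.098 to matched Cluster 0. To matched Cluster 11, also a root cap cluster in the paper, they were 0.504 and 0.943. Doublets of Cluster 8 and ground tissue cells would have at least as many UMIs as Cluster 8 and higher Scrublet scores, but the median was 2042 UMIs against 7899 in matched Cluster 8, and the median score was 0.0613 against 0.0721 for the remaining cells. Depth was tested by thinning every cell to 500 UMIs, after which the ratio to matched Cluster 8 was 2.179 in replicate 1 and 2.456 in replicate 2, still above 0.846 and 1.207 to matched Cluster 1 and 0.257 and 0.201 to matched Cluster 0. The ratio to matched Cluster 11 was then 1.252 and 1.268, also above that to matched Cluster 1. That to the smaller cluster without a match was 0.164 in replicate 1 and 1.429 in replicate 2. The medians argue against doublets, and the ratios to matched Cluster 8 after thinning argue against depth. The larger cluster without a match, free RNA and shared expression programmes were not tested for this pattern. A relation of Cluster 10 to root cap Clusters 8 and 11 is a hypothesis that stays open, and the paper does not report it.

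Of the 10 orthologs of CESA4 in Table S2, 5 were highest in matched Cluster 10, 2 in matched Cluster 1 and 3 in matched Cluster 12. Of the 5 orthologs of ATHB-8, 4 were highest in matched Cluster 10 and 1 in matched Cluster 1. In both replicates, 4 and 2 of them were highest in matched Cluster 10. A candidate explanation is xylem or vascular precursor cells within Cluster 10. Of a list of 5 further vascular orthologs, drawn up when some values of Table S2 orthologs had been seen, 2 had at least 20 UMIs, and 1 of these was highest in matched Cluster 10 in both replicates, that of XCP1 (PH02Gene10076), with 768 and 549 CPM. The other, that of CESA8 (PH02Gene15083), had 82 UMIs over all cells. With 2 testable genes the list cannot decide, and the explanation stays open.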
